# NeuroD1-based *in situ* neural regeneration for the treatment of radiation-induced brain injury

**DOI:** 10.4103/NRR.NRR-D-24-01067

**Published:** 2025-01-29

**Authors:** Xudong Yan, Ke Zhong, Meijuan Zhou, Jiao Chen, Yajie Sun, Yamei Tang, Gong Chen, Yongteng Xu

**Keywords:** angiogenesis, bulk RNA sequencing, hemorrhagic stroke, *in situ* neural regeneration, magnetic resonance imaging, NeuroD1, neuroinflammation, radiation-induced brain injury, reactive astrocytes, transdifferentiation

## Abstract

Radiation-induced brain injury remains one of the most severe complications of radiotherapy for head and neck tumors, with limited options for prevention and treatment. *In situ* neural regeneration technology has demonstrated promising therapeutic effects in various neurodegenerative and neurotrauma conditions. In this study, we overexpressed the neural transcription factor NeuroD1 using *in situ* neural regeneration technology in a radiation-induced brain injury mouse model. This approach converted reactive astrocytes into neurons, increased neuronal density, protected endogenous neurons, decreased microglial activation, reduced peripheral CD8^+^ T cell infiltration, and diminished angiogenesis in the injured area, leading to a significant reduction in lesion volume. Additionally, we explored the potential mechanisms of NeuroD1 *in situ* neural regeneration technology through bulk RNA sequencing, which showed an upregulation of neurogenesis-related genes and a downregulation of immune response–related and angiogenesis-related genes. Furthermore, our findings suggested that NeuroD1 *in situ* neural regeneration technology converted reactive astrocytes into neurons and reduced microglial activation in a thalamic hemorrhagic stroke mouse model. In summary, this study supports NeuroD1 *in situ* neural regeneration technology as a potential therapeutic approach for treating radiation-induced brain injury and hemorrhagic stroke, and offers new insights into the therapeutic role of NeuroD1 in delayed brain injury.

## Introduction

Radiotherapy is a well-established treatment for head and neck tumors, such as nasopharyngeal carcinoma, but it unavoidably causes damage to the surrounding healthy brain tissue (Tang et al., 2012; Chargari et al., 2019; Chen et al., 2019). The incidence of radiation-induced brain injury (RIBI) that results from radiotherapy is influenced by various factors, including the radiotherapy mode, total radiation dose, and radiation area (Ali et al., 2019). Approximately 30% of patients treated with radiotherapy for head and neck tumors suffer from RIBI (Cheng et al., 2023). Patients with RIBI may experience early clinical symptoms such as headache and lethargy. In advanced stages, they may develop cognitive dysfunction and necrosis of brain tissue, ultimately leading to death (Tang et al., 2012; Shen et al., 2016; Shi et al., 2023a). Magnetic resonance imaging (MRI) is widely used for diagnosing RIBI because it provides detailed anatomical and spatial information about the brain injury (Rogers et al., 2011; Ngen et al., 2016; Mayo et al., 2024). Currently, the response rate to therapeutic options for RIBI, including corticosteroids and the vascular endothelial growth factor monoclonal antibody bevacizumab, is limited (Pan et al., 2022). For example, corticosteroid therapy demonstrates efficacy in only 20%–31.5% of patients and is frequently accompanied by significant side effects (Chao et al., 2013; Cheng et al., 2023). Bevacizumab therapy has shown better results than corticosteroids, with efficacy in 50%–65.5% of patients with RIBI. However, it is also limited by its short-lived efficacy and high risk of intracerebral hemorrhage (Levin et al., 2011; Khasraw et al., 2012; Xu et al., 2018; Zhuang et al., 2019; Cheng et al., 2023). Thus, novel treatment strategies for RIBI should urgently be explored.

The mechanism underlying RIBI is still largely unknown. In addition to neuronal injury directed caused by radiation, the microenvironment of the radiation area is vital for the survival of injured neurons. The microenvironment around injured neurons in the radiation area is complex, involving activated microglia, reactive gliosis, a disrupted blood–brain barrier (BBB) and infiltrated immune cells (Yang et al., 2017; Ma et al., 2023). In RIBI animal models, typical pathological features include microglia activation, astrocyte proliferation, BBB disruption, and irreversible neuronal death (Balentova and Adamkov, 2015; Ali et al., 2019; He et al., 2020; Liu et al., 2022). Astrocytes play crucial roles in maintaining the integrity and function of the neuronal network, microenvironment homeostasis, and BBB integrity under physiological conditions (Abbott et al., 2006; Verkhratsky and Nedergaard, 2018). Under pathological conditions, astrocytes proliferate and become inflammatory activation through BBB remodeling, cytokine secretion and scar formation. Astrocytes are key regulators of the metabolic and inflammatory landscape of the central nervous system and have emerged as potential therapeutic targets for a variety of disorders (Tsai et al., 2012; Magistretti and Allaman, 2018; Singh, 2022; Patani et al., 2023). Astrocyte proliferation is commonly observed in the necrotic brain area of RIBI animal models and patients, suggesting that astrocyte proliferation may contribute to the development of RIBI (Furuse et al., 2015; Vellayappan et al., 2018; Garcia et al., 2020; He et al., 2020; Shi et al., 2023a). Whether targeting astrocytes could serve as a therapeutic strategy for RIBI remains uninvestigated.

Recent advancements in *in situ* neuronal regeneration technology have shown potential for the treatment of neurodegenerative diseases and neurotrauma. This technology converts endogenous reactive astrocytes into neurons by overexpressing the transcription factor NeuroD1 (ND1) in astrocytes, which is associated with neuronal development. Studies have demonstrated promising therapeutic effects in rodent models of Alzheimer’s disease, ischemic stroke, Huntington’s disease, and temporal lobe epilepsy (Guo et al., 2014; Chen et al., 2020; Ge et al., 2020; Wu et al., 2020; Zheng et al., 2022). Compared with exogenous cell replacement therapies, such as induced pluripotent stem cells, neurons regenerated *in situ* from endogenous reactive astrocytes in the brain evade immune rejection and tumorigenesis risk, and integrate seamlessly into the native neural circuits (Li and Chen, 2016; Barker et al., 2018; Wang et al., 2021b). ND1 is a neural transcription factor closely related to neurogenesis, expressed not only during early brain development but also in small amounts in the cortex and hippocampus of adult mice (Gao et al., 2009; Kuwabara et al., 2009; Guo et al., 2014). Studies on *in situ* neuronal regeneration have also showed that ND1 overexpression not only increases neuronal regeneration (Brulet et al., 2017; Rivetti di Val Cervo et al., 2017; Singh et al., 2022; Livingston et al., 2024), but also exerts anti-inflammatory effects and reduces inflammatory responses in the injured area (Guo et al., 2014; Liu et al., 2020; Chen et al., 2023).

In this study, we overexpressed the transcription factor ND1 in astrocytes of the injured area using an adeno-associated virus in a mouse model of RIBI. Immunofluorescence staining and bulk RNA sequencing (RNA-seq) were used to assess the therapeutic effects and investigate the treatment mechanisms. Additionally, we conducted further validation in a mouse model of hemorrhagic stroke.

## Methods

### Animals

For the experiments, we only examined male C57BL/6J mice because males exhibit less variability in phenotype than females. The male C57BL/6J mice (8–10 weeks old, around 25 g) were purchased from Beijing Vital River Laboratory Animal Technology Co. Ltd. (Beijing, China, animal license No. SCXK 2022-0063) and were housed in a specific-pathogen-free environment with a maximum of five mice per cage, and at a temperature range of 21–26°C, relative humidity range of 40%–60%, and a light cycle of 8:00–20:00. All animals were allowed *ad libitum* access to food and water. The suffering of experimental animals was minimized. All animal experiments were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee of Jinan University (Guangzhou, China, approval No. IACUC-20230602-12) on June 2, 2023.

### Construction of the radiation-induced brain injury mouse model

After anesthesia with 1% pentobarbital (0.2 mL/25 g), mice were fixed onto a stereotactic frame (Reward, Shenzhen, China). The GE Revolution computed tomography system (GE HealthCare, Chicago, IL, USA) was used to determine the brain regions that required radiation modeling (He et al., 2020) (computed tomography energy: 80 kV; imaging range: 250 mm; layer thickness: 0.625 mm; pixel size: 0.49 mm × 0.49 mm). Subsequently, the Leksell Gamma Knife Perfexion (Elekta, Stockholm, Sweden) was used to irradiate mice. The left thalamic region of the mouse was irradiated with gamma rays with a single dose of 50 Gy (anterior-posterior, –2 mm; lateral, 2 mm; dorsal-ventral, 2 mm). The brain parenchymal lesion caused by radiation was observed by MRI and immunofluorescence staining.

### Magnetic resonance imaging

MRI was performed on the mice at 2 and 10 weeks after irradiation. Mice were rapidly anesthetized with 3% isoflurane/oxygen (Reward), and then maintained under anesthesia at a concentration of 1%. The T2 signal of the lesion was imaged using a 7T MRI device (Bruker Biospec, Karlsruhe, Germany) with Paravision 6.0 operating system, and the lesion volume of mice was measured by ITK-SNAP software (version 3.8.0, University of North Carolina, Raleigh, NC, USA).

### Construction of the hemorrhagic stroke model

The mouse model was established as previously described (Zeng et al., 2017; Yu et al., 2020; Shi et al., 2023b). Mice were anesthetized with 1.25% tribromoethanol (0.2 mL/10 g; Sigma Aldrich, St. Louis, MO, USA) intraperitoneally (Hill et al., 2013). Type IV collagenase (0.5 μL, 0.06875 U/μL, 17104019, Gibco, Grand Island, NY, USA) was injected *in situ* into the thalamus (anterior–posterior, –1.46 mm; medial–lateral, 1.25 mm; dorsal–ventral, –3.5 mm). Because a cavity formed in the core area of the thalamic injury, to avoid statistical errors, we conducted high-magnification photography using a laser scanning confocal microscope (LSM780, Zeiss, Oberkochen, Germany) and statistical analysis within a 1-mm^2^ area adjacent to the cavity.

### Stereotaxic virus injection

Two weeks after the establishment of the RIBI model (1 week after the establishment of the hemorrhagic stroke model), mice were randomly divided into two groups: control virus and ND1-treated groups, with 12 mice in each group. All mice were anesthetized with intraperitoneal injection of 1.25% tribromoethanol (0.2 mL/10 g). Virus (2 μL) was injected into the thalamus. The ND1-treated mice were injected with AAV9 GFAP104::mND1-tdTomato (5320, PackGene Biotech, Guangzhou, China) at a virus concentration of 5.0E+11 GC/mL, and the control virus mice were injected with AAV9 GFAP104::tdTomato (10061, PackGene Biotech) at a virus concentration of 5.0E+11 GC/mL. AAV9 virus was used because of its ability to cross the BBB. Furthermore, this virus infects neurons and astrocytes in the central nervous system, with its tissue specificity determined by the promoter. Adding the GFAP104 promoter (which consists of an EF1α enhancer followed by the gfaABC1D promoter) (Xu et al., 2023), at a virus titer of 5.0E+11 GC/mL (Xu et al., 2022), can achieve more specific expression in astrocytes, thereby enhancing the specificity of transcription factor expression.

### Immunofluorescence staining

The RIBI mice were sampled and subjected to immunofluorescence staining at 11 weeks after modeling. Before sampling, the mice were anesthetized by intraperitoneal injection of 1.25% tribromoethanol (0.2 mL/10 g), and then perfused with 0.9% saline and 4% paraformaldehyde solution. The brains were fixed with paraformaldehyde, dehydrated with 20% and 30% sucrose, and then frozen. The tissue was then sectioned with a freezing microtome (CRYOSTAR NX50, Thermo Scientific, Waltham, MA, USA) at –20°C at a thickness of 30 μm. The prepared brain slices were first blocked with 5% blocking serum (donkey species, SL050, Solarbio, Beijing, China), then incubated with primary antibodies overnight (4°C). The next day, the brain slices were washed with 0.01 M phosphate buffer saline, followed by incubation with the appropriate fluorescent secondary antibodies at room temperature for 2 hours, and then 4′,6-diamidino-2-phenylindole (70508621, Roche, Basel, Switzerland). After incubation, the brain slices were attached to an adhesive glass slide and sealed with a polyvinyl alcohol sealing agent (10981, Merck, Darmstadt, Germany). The antibody information is shown in **Table 1**.

**Table 1:** Antibodies for immunostaining

Antibody	Species	Dilution	Company	Cat#	RRID
GFAP	Rat	1:1000	Invitrogen, Carlsbad, CA, USA	13-0333	AB_86543
S100β	Rabbit	1:1000	Abcam, Cambridge, UK	AB52642	AB_882426
ND1	Rabbit	1:1000	Abcam	AB205300	AB_3083561
NeuN	Guinea pig	1:1000	Millipore, Bedford, MA, USA	ABN90	AB_11205592
RFP	Rat	1:1000	Chromo Tek, Munich, Germany	5F8	AB_2336064
Iba1	Rabbit	1:1000	Wako, Tokyo, Japan	019-19741	AB_839504
CD68	Rat	1:1000	Invitrogen	14-0681-82	AB_2572857
AQP4	Rabbit	1:1000	Proteintech, Chicago, IL, USA	16473-1-AP	AB_2827426
CD31	Goat	1:1000	Bio-Techne, Minneapolis, MN, USA	AF3628	AB_2161028
CD8	Rabbit	1:1000	Abcam	AB217344	AB_2890649
Anti-rabbit Alexa Fluor 488	Donkey	1:1000	Thermo Scientific, Waltham, MA, USA	A21206	AB_2535792
Anti-goat Alexa Fluor 488	Donkey	1:1000	Thermo Scientific	A11055	AB_2534102
Anti-rat Alexa Fluor 555	Donkey	1:1000	Jackson Immunoresearch Laboratories, West Grove, PA USA	712-165-150	AB_2340666
Anti-guinea pig Alexa Fluor 647	Donkey	1:1000	Jackson Immunoresearch Laboratories	706-605-148	AB_2340476
Anti-rabbit Alexa Fluor 647	Donkey	1:1000	Thermo Scientific	A31573	AB_2536183
Anti-rat Alexa Fluor 647	Goat	1:1000	Thermo Scientific	A21247	AB_141778

AQP4: Aquaporin-4; CD68: cluster of differentiation 68; GFAP: glial fibrillary acidic protein; Iba1: ionized calcium binding adapter molecule 1; ND1: NeuroD1; NeuN: neuronal nuclei; RFP: red fluorescent protein; S100β: S100 calcium-binding protein beta.

After immunofluorescence staining, brain slices were imaged at 10×, 20×, 40× and 63× by an automated upright fluorescence microscope (Axio Imager Z2, Zeiss) and a laser scanning confocal microscope (LSM780, Zeiss). When imaging at 20×, 40× and 63×, the Z-axis thickness was 16 μm and the interlayer spacing was 1 μm. At least three mice per group were used for data collection and statistical analysis in every experiment. We analyzed the neuronal density and colocalization in the thalamus images at 20× magnification with 16-μm-thick stacks. Most immunofluorescence images were processed by the Zeiss software ZEN (version: 3.3.89, Zeiss), and data acquisition and analysis were performed using ImageJ software (version: 1.54f, National Institutes of Health, Bethesda, MD, USA) (Schneider et al., 2012).

For cell counting, mouse brains were processed and stained in frozen sections (30 μm thickness), and the thalamus was photographed using a laser confocal microscope at 20× magnification, with an area of 1.28 mm^2^, a layer scan thickness of 16 μm, and an interlayer spacing of 1 μm. The colocalization of Iba1^+^ and DAPI^+^ cells was recorded in 40× images. Positive cells were counted layer by layer using ImageJ software.

### Sholl analysis

To assess the morphological characteristics of microglia, we used the Sholl Analysis Plugin, which was developed by the Ghosh lab (Cambridge, MA, USA). In brief, we superimposed a series of concentric rings, with a diameter difference of either 5 or 10 μm, emanating from the center of the microglia soma onto each microscopic image. Subsequently, we counted the number of branches that crossed each of these concentric rings.

### RNA sequencing

The thalamus was isolated and subjected to RNA-seq. After perfusion with saline, the brains of the mice were removed on ice and sectioned using a mouse coronal cutting mold with 1-mm intervals to obtain the section from approximately anterior–posterior –1.23 mm to –2.45 mm. The thalamus tissue located beneath the hippocampus was carefully removed using tweezers and placed into an RNase-free EP tube (AM12400, Thermo Scientific). After rapid freezing in liquid nitrogen, the samples were stored in a –80°C freezer and sent to a sequencing company for analysis.

The brain tissue RNA was extracted using the Trizol Reagent (15596018, Invitrogen, Carlsbad, CA, USA) as per the manufacturer’s protocol. Then, the mRNA was reverse transcribed into complementary DNA using NEBNext Ultra RNA Library Prep Kit for Illumina (NEB 7530, New England Biolabs, Ipswich, MA, USA). The ligation reaction was purified with the AMPure XP Beads (1.0×) and subjected to amplification by polymerase chain reaction. The prepared complementary DNA library was then sequenced using Illumina Novaseq6000 by Gene Denovo Biotechnology Co. (Guangzhou, China). Bioinformatics analysis was conducted on the sequencing data to ensure the generation of high-quality data for downstream analysis.

Differential gene expression analysis was carried out using DESeq2 (Bioconductor, Cambridge, MA, USA). Genes with a false discovery rate below 0.05 and an absolute fold change ≥ 2 were considered differentially expressed. Gene Set Enrichment Analysis (GSEA) was performed using the Molecular Signatures Database to evaluate significant differences in specific Gene Ontology terms, Kyoto Encyclopedia of Genes and Genomes pathways, and Reactome pathways between the two groups. Soft clustering analysis was applied to identify expression patterns in three groups, determining the optimal cluster number and setting a membership threshold of 0.6. Functional annotation analysis of each cluster was performed using the online tool g: Profiler1 (https://www.omicshare.com). Protein–protein interaction networks were identified using String v10 (Gene Denovo, Guangzhou, China), visualized in Cytoscape (version: v3.7.1, Gene Denovo) to highlight core and hub gene biological interactions.

Next-generation sequencing data generated in this study were deposited in the Gene Expression Omnibus database of National Center for Biotechnology Information (Gene Expression Omnibus accession: GSE273938) for RNA-Seq.

### Statistical analysis

All data were analyzed by GraphPad Prism 7.00 (GraphPad Software, Boston, MA, USA, www.graphpad.com) and are presented as mean ± standard deviation except the data from the Sholl analysis, which are presented as mean ± standard error of the mean. Comparisons between two groups were performed by unpaired Student’s *t*-test. For comparisons between multiple groups with a single factor, one-way analysis of variance was performed. For pairwise comparisons, *post hoc* tests were performed with Tukey’s correction. Data from the Sholl analysis were analyzed by two-way repeated measure analysis of variance. *P* < 0.05 was considered statistically significant.

## Results

### Reduction of radiation-induced brain lesion volume and increase of neuronal density after NeuroD1 treatment

To investigate the therapeutic effect of *in situ* neuronal regeneration in an RIBI mouse model, we used MRI at 2 weeks and 10 weeks after modeling. Bulk RNA-seq was performed at 6 weeks after modeling. Histology evaluation was performed on samples collected at 11 weeks post-modeling (**Figure 1A**). The MRI results showed no significant radiation injury lesions in either group at 2 weeks after modeling. However, the lesion volume in the ND1-treated group was significantly smaller than that in the control virus group at 10 weeks after modeling (**Figure 1B** and **C**).

**Figure 1:**
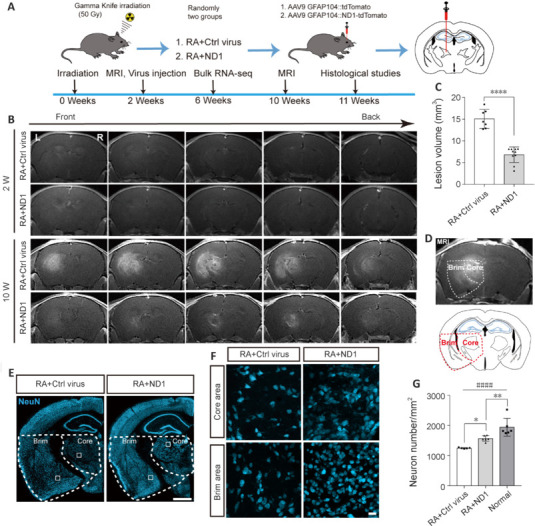
Reduction of radiation-induced brain lesion volume and increase of neuronal density after ND1 treatment. (A) Schematic diagram illustrating experimental timeline. (B) Representative MRI images illustrating radiation injury (white signal) at 10 weeks after radiation (bottom two rows) but not at 2 weeks after radiation (top two rows). The ND1 group had a smaller lesion volume than that in the control group at 10 weeks after radiation. (C) Quantitative analysis of lesion volume (*n* = 7–10). (D) Representative MRI images of core and brim areas after radiation. (E) Representative images of NeuN (blue, neuronal marker, Alexa Fluor ® 647) signal in core or brim areas. ND1-treated mice had more neurons than control virus mice. Scale bar: 1000 μm. (F) Confocal images (40× magnification) showing a representative enlarged view of the NeuN density under different conditions. ND1-treated mice had increased NeuN density compared with that in control virus mice. Scale bar: 20 μm. (G) Quantitative analysis of NeuN density after ND1 treatment (*n* = 5–6). Data are expressed as mean ± SD. *P < 0.05, **P < 0.01, ****P < 0.0001 (unpaired Student’s *t*-test [C], ordinary one-way analysis of variance followed by Tukey’s *post hoc* test [G]). MRI: magnetic resonance imaging; ND1: NeuroD1; RA: radiation; RA + ND1: radiation + NeuroD1; RA + Ctrl virus: radiation + control virus; RNA-seq: RNA sequencing.

We performed immunostaining for GFAP, a marker of reactive astrocytes (Galland et al., 2019), which showed that the GFAP-positive area was significantly larger in the control virus group than in the ND1-treated group at 11 weeks after modeling (**Additional Figure 1A** and **B**). On the basis of the MRI and GFAP staining results, we divided the radiation injury region into a core area and a brim area. The core area was defined as the thalamic region below the hippocampus, and the brim area included the cortical area lateral to the core area and below the lower edge of the hippocampus (**Figure 1D** and **Additional Figure 1C**). GFAP^+^ reactive astrocytes were spreading in both the core and brim areas in the control virus group, whereas in the ND1 group, GFAP^+^ reactive astrocytes were observed in only the core area (**Additional Figure 1A**).

Subsequently, we measured the density of NeuN (a marker for neurons) in the core and brim areas of the thalamus in both groups (**Figure 1E** and **F**). The neuronal density in the control virus group, ND1-treated group and normal mice were significantly different (**Figure 1G**); the neuronal density in the control virus group was significantly lower than that in the ND1-treated group. However, the neuronal density in the ND1-treated group was still significantly lower than that in normal mice (**Figure 1G**). These results suggest that ND1 treatment reduced the lesion volume and increased the neuronal density in the lesioned area of the RIBI mouse model.

### NeuroD1 mediates astrocyte-to-neuron conversion

To confirm whether *in situ* neuronal regeneration converts reactive astrocytes into neurons by overexpressing ND1 transcription factor in astrocytes of the RIBI mouse model, we examined the expression of tdTomato (a fluorescent protein for adeno-associated virus), S100 calcium-binding protein B (S100β, a marker for astrocytes) (Galland et al., 2019), NeuN (Gusel’nikova and Korzhevskiy, 2015) and ND1. In the control virus group, tdTomato expression was spreading in both the core and brim areas (**Figure 2A**, top panel), while, in the ND1-treated group, tdTomato expression was observed in only the core area (**Figure 2A**, bottom panel), similar to the pattern found with GFAP^+^ reactive astrocytes shown in **Additional Figure 1A**. In addition, in the control virus group, the tdTomato^+^ cells in both the core and brim areas (**Figure 2B**) colocalized with S100β at a rate of 95.2% ± 2.5% (**Figure 2C**), and did not colocalize with NeuN. The left two columns of **Figure 2B** show a confocal orthogonal view, providing more details of the colocalization of S100β and tdTomato. By contrast, in the ND1-treated group, tdTomato^+^ cells in the core area did not colocalize with S100β (**Figure 2D**, left two columns) and there was no tdTomato expression in the brim area (**Figure 2D**, right two columns). These results indicate that tdTomato^+^ cells in the lesion areas of the control virus group were still astrocytes, whereas tdTomato^+^ cells in the ND1-treated areas were no longer astrocytes at 11 weeks after RIBI modeling.

**Figure 2:**
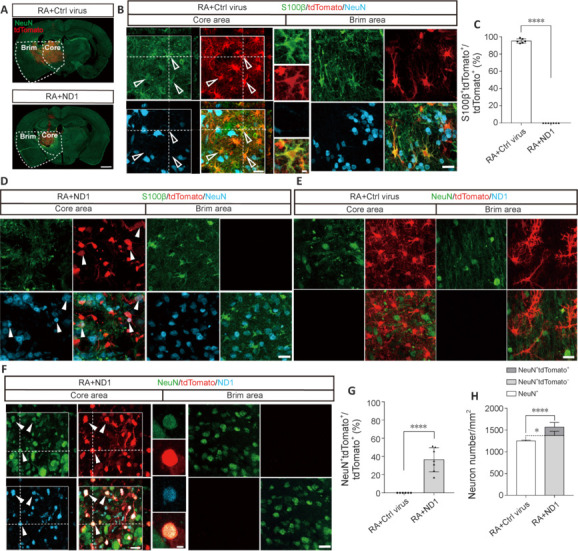
ND1 mediates astrocyte-to-neuron conversion. (A) Representative images of NeuN (green, Alexa Fluor ® 647) and virus (red, tdTomato+, Alexa Fluor ® 555) signals in core or brim areas. The tdTomato expression range in the control virus group was different than that in the ND1-treated group. Scale bar: 1000 μm. (B) Confocal images (63× magnification) showing enlarged views of the S100β (green, astrocytic marker, Alexa Fluor ® 488), tdTomato (red, tag protein of virus, Alexa Fluor ® 555) and NeuN (blue, Alexa Fluor ® 647) in different areas of control virus group. Typical images showing core area of control group (GFAP::tdTomato), tdTomato^+^ cells (red) co-stained with S100β^+^ astrocytes (green). Hollow arrows indicate S100β and tdTomato co-staining. Scale bars: 20 μm, 5 μm (enlarged images). (C) Quantitative analysis of percentage of S100β^+^tdTomato^+^ astrocytes (*n* = 6–7). (D) Confocal images (63× magnification) showing enlarged views of S100β (green, Alexa Fluor ® 488), tdTomato (red, Alexa Fluor ® 555) and NeuN (blue, Alexa Fluor ® 647) in different areas of the ND1-treated group. In the ND1-treated mice, there was no tdTomato expression in the lesion brim area. Solid arrows indicate NeuN and tdTomato co-staining. Scale bar: 20 μm. (E) Confocal images (63× magnification) showing enlarged images of NeuN (green, Alexa Fluor ® 647), tdTomato (red, Alexa Fluor ® 555) and NeuroD1 (blue, Alexa Fluor ® 488) in different areas of the control group. The brim area had less activated astrocytes than the core area. Scale bar: 20 μm. (F) Typical images showing tdTomato^+^ cells (red, Alexa Fluor ® 555) co-stained with NeuN^+^ neurons (green, Alexa Fluor ® 647) and NeuroD1 (blue, Alexa Fluor ® 488) in the core area of the ND1-treated group. In ND1-treated mice, there was no expression of NeuroD1 or tdTomato in the lesion brim area. Solid arrows indicating NeuN, tdTomato and NeuroD1 co-staining. Scale bars: 20 μm, 5 μm (enlarged images). (G) Quantitative analysis of percentage of NeuN^+^tdTomato^+^ neurons (*n* = 6–7). (H) Quantification of total NeuN^+^ cells under different conditions (*n* = 5–6). There were more non-converted neurons in the ND1-treated group (NeuN^+^tdTomato^−^) than in the control group. Data are expressed as mean ± SD. *P < 0.05, ****P < 0.0001 (unpaired Student’s *t*-test). ND1: NeuroD1; RA: radiation; RA + ND1: radiation + NeuroD1; RA + Ctrl virus: radiation + control virus.

No ND1 protein expression was observed in either the core or brim areas (**Figure 2E**) in the control virus group. In the ND1-treated mice, there was no expression of ND1 or tdTomato in the brim area of the lesion (**Figure 2F**, right two columns). However, tdTomato^+^ cells in the core area colocalized with both ND1 and NeuN (**Figure 2F**, left two columns), with a colocalization (NeuN^+^tdTomato^+^) rate of 36.4% ± 13.2% (**Figure 2G**). In the control virus mice, tdTomato^+^ cells did not colocalize with NeuN (**Figure 2G**). These results suggest that ND1 overexpression converted tdTomato^+^ astrocytes into NeuN^+^ neurons.

We further analyzed the number of transdifferentiated neurons and endogenous neurons in the different groups. As shown in **Figure 2H**, the endogenous neuronal density in the lesion area of the ND1-treated mice (NeuN^+^tdTomato^–^) was significantly higher than that of the control virus group (NeuN^+^). The total neuronal density in the ND1-treated mice increased to 1568 ± 93.1 cells/mm^2^, which was significantly higher than that of the control virus group mice, but lower than the 1944 ± 297.2 cells/mm^2^ in normal mice (**Figure 1G**). These results suggest ND1 overexpression not only induced transdifferentiation but also protected the endogenous neurons.

To clarify the neuroprotective effect of ND1 overexpression, we further investigated the microenvironment around the injured neurons in the RIBI mice. First, we observed the effect of ND1 overexpression on microglial activation. **Figure 3A** shows the expression of ionized calcium binding adaptor molecule 1 (Iba1), a marker for microglia (Hendrickx et al., 2017), in the core and brim areas of the lesion in different groups. As shown in **Figure 3B** and **D**, the morphology of the microglia in the control virus group were often round in shape (top row), suggesting reactive, whereas in the ND1-treated group, microglia had more branches (bottom row), suggesting less reactive (*P* = 0.0099, two-way repeated measure analysis of variance). The density of Iba1^+^ cells in the core area of the ND1-treated group was significantly higher than that in the control virus group (**Figure 3C**). Moreover, the mean fluorescence intensities of both Iba1 and cluster of differentiation 68 (CD68), a marker for microglia activation (Hendrickx et al., 2017), in the core area and the brim area of the control virus group were significantly higher than those in the ND1-treated group (**Additional Figure 1D–H**). These results suggest that ND1 overexpression decreased microglial activation in the lesion regions of RIBI mice.

**Figure 3:**
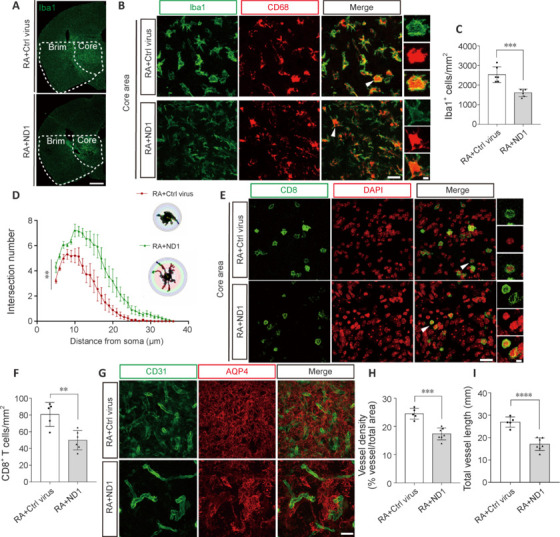
ND1 overexpression improves the microenvironment of the injured core area in the RIBI mouse model. (A) Representative images of microglia-occupied areas (Iba1^+^, green, Alexa Fluor® 488). The control virus group had a larger microglia-occupied area than the ND1-treated group. Scale bar: 1000 μm. (B) Confocal images (63× magnification) showing enlarged views of Iba1 (green, microglial marker, Alexa Fluor® 488) and CD68 (red, activated microglial marker, Alexa Fluor® 647) under different conditions. The density of Iba1^+^ cells were different between the two groups. The white arrows indicate typical activated microglia cells. Scale bars: 20 μm, 5 μm (enlarged images). (C) Quantitative analysis of Iba1 density in core areas (*n* = 6). (D) Sholl analysis result showed microglia in ND1-treated group had more branches than the control virus group, suggesting less reactive (*n* = 6). (E) Confocal images (63× magnification) of CD8^+^ T cells (green, Alexa Fluor® 647). The control virus group had more CD8^+^ T cells than the ND1-treated group. White arrows indicate typical CD8^+^ T cells. Scale bars: 20 μm, 5 μm (enlarged images). (F) Quantitative analysis of the number of CD8^+^ T cells per 1 mm^2^ in core areas (*n* = 5–6). (G) Confocal images (40× original magnification) of CD31 (green, vascular endothelial cell marker, Alexa Fluor ® 488 and AQP4 (red, astrocytic endfoot marker, Alexa Fluor® 647) under different conditions. The control virus group had more vessels than the ND1-treated group. Scale bar: 20 μm. (H) Quantitative analysis of vessel density in the core area (*n* = 5–7). (I) Quantitative analysis of total vessel length in the core areas (*n* = 5–7). Data are expressed as mean ± SD. **P < 0.01, ***P < 0.001, ****P < 0.0001 (unpaired Student’s *t*-test [C, F, H, I], two-way repeated measure analysis of variance [D]). ND1: NeuroD1; RA: radiation; RA + ND1: radiation + NeuroD1; RA + Ctrl virus: radiation + control virus.

Given that our previous study showed an increase in cytotoxic CD8^+^ T cell infiltration mediated by microglial activation in the lesion area of mice with RIBI (Shi et al., 2023a), we subsequently examined the infiltration of CD8^+^ T cells in the brain parenchyma (**Figure 3E**). The density of CD8^+^ T cells in the thalamus of the control virus group was 80.6 ± 14.3 cells/mm^2^, significantly higher than 49.8 ± 11.6 cells/mm^2^ in the ND1-treated mice (**Figure 3F**). These results suggest that ND1 overexpression decreased the infiltration of CD8^+^ T cells in the lesion regions of RIBI mice.

In addition to microglial activation and CD8^+^ T cell infiltration, BBB disruption is a typical pathological feature of RIBI (Ali et al., 2019). Radiation increases the release of vascular endothelial growth factor and causes incomplete angiogenesis, which disrupts the BBB (Cheng et al., 2023). Therefore, we examined blood vessels using aquaporin 4 (AQP4), which is located in the astrocyte endfoot and wraps around blood vessels, contributing to the BBB (Nagelhus and Ottersen, 2013), and platelet endothelial cell adhesion molecule-1 (PECAM-1/CD31), a marker for vascular endothelial cells. **Figure 3G** shows the co-staining of AQP4 and CD31 in the core area in different groups. We observed microvascular dilation in the injury site of the RIBI mice, consistent with our previous findings (He et al., 2020). The control virus group and ND1-treated group exhibited a loss of AQP4 polarity, with AQP4 no longer wrapping around the blood vessels. Moreover, the vascular density and total vascular length were significantly higher in the control virus group than in the ND1-treated group (**Figure 3H** and **I**). There were no significant differences in vascular density and total vascular length between the two groups in the brim area (**Additional Figure 1I–K**). These results suggest that ND1 treatment reduced angiogenesis in the RIBI model mice, thereby improving the BBB integrity.

### RNA sequencing in the irradiated brain tissue after NeuroD1 virus injection

To elucidate the molecular mechanisms underlying the therapeutic effects achieved by ND1 overexpression, we conducted bulk RNA-seq on brain tissue at 6 weeks after RIBI mice modeling. 

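The thalamus of 3 RC and 3 RN mice was sequenced in bulk, so each library mixes the RNA of every cell type in the removed tissue. Both groups had received 50 Gy and, 2 weeks later, 2 µL of virus, and the tissue was taken 6 weeks after irradiation. The RC virus carried tdTomato, a red fluorescent protein, under a GFAP promoter, which is active in astrocytes. The RN virus carried mouse NeuroD1 with tdTomato under the same promoter. The tissue lay beneath the hippocampus and was removed with tweezers after perfusion with saline. Normal control mice were not analysed here.
The authors deposited read counts per gene, as whole numbers without normalization, listed by Ensembl identifier and symbol. The paper's text does not name the aligner, the counting tool, the genome build or the annotation, so genes are given here without coordinates. RC replicates 1, 2 and 3 had 17542922, 17042661 and 17822146 reads counted on genes. RN replicates 1, 2 and 3 had 16561663, 18657015 and 17843348. The 10 most abundant genes took between 8.29% and 9.74% of a library. An observed count of 0 allows up to 3 counts, which corresponded to between 0.161 and 0.181 CPM (counts scaled to library size). This floor covers counting error only, since reads without molecular identifiers are not independent molecules.
Of the 18782 genes with any count, 14956 passed edgeR's filter on low counts and were tested. Counts were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test on group alone, with Benjamini-Hochberg adjustment over the tested genes. The methods name DESeq2, which was run as an alternative. The biological coefficient of variation between mice of a group was 17.4%. In each pair of libraries the counts differed by 16.4 to 44.5 times the counting noise (chi-square per degree of freedom), so each library was kept as a separate replicate. The counts of Neurod1 in RN can include transcripts of the virus, because the counts do not separate them from those of the mouse gene.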

Principal component analysis showed that normal control mice (NC) were relatively distant from both RIBI mice treated with control virus (RC) and ND1 virus (RN), indicating severe injury of the model mice after radiation (**Figure 4A**). Within each group (NC, RC, and RN), the mice were closely clustered, indicating consistent gene expression patterns within each individual group. 

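Principal components were computed from the log2 CPM of the 14956 tested genes in the RC and RN mice alone. The first component held 33.8% of the variance and the second 24.1%. On the first component, RC replicates 1, 2 and 3 lay at -9.58, -31.2 and -29.1, and RN replicates 1, 2 and 3 at 28.6, 24.4 and 16.9. The second component did not follow the groups: RC replicate 3 lay at -28.7 and RN replicate 3 at -26.3, below the other mice of their groups. Euclidean distances within RC ran from 60.4 to 65.9 and within RN from 49.8 to 59.8, and distances between the groups from 59.4 to 74.5. RC replicate 1 was nearer to RN replicate 2, at 59.4, than to either of the other RC mice. The mean distance between the groups was 1.15 times the mean distance within them. This ratio was the largest of the 10 splits of the 6 mice into groups of 3 (exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). With the 500 most variable genes the ratio was 1.21.

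**Figure D1:**
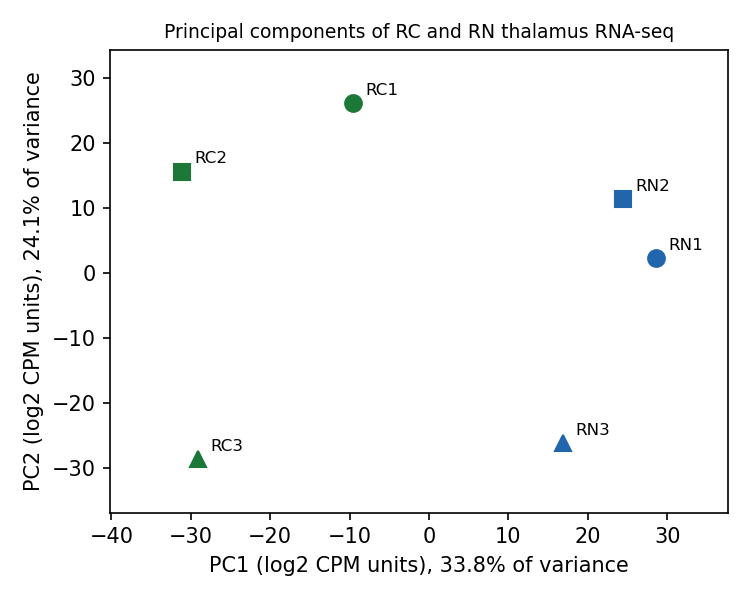
First and second principal components of the log2 CPM of the tested genes, in log2 CPM units, with a point for each RC mouse (green) and RN mouse (blue) and a marker shape for each replicate number. The RC mice lie left of 0 on the first component and the RN mice right of it, while replicate 3 of each group lies lowest on the second.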

The genes with a false discovery rate below 0.05 and an absolute fold change of ≥ 2 were considered differentially expressed. 

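With a Benjamini-Hochberg threshold of 0.05 and a fold change of at least 2, edgeR's quasi-likelihood test called 9 genes higher and 2 lower in RN than in RC among the 14956 tested. The higher genes were Neurod1, Sprr1a, Atp6v0d2, Gal, Ecel1, Cd300a, Gpr50, Atf3 and Fndc9, and the lower genes were Lcat and Apln. At an unadjusted p under 0.05 and the same fold change, 174 genes were higher and 196 lower. Without a fold threshold 1761 genes, 11.8% of those tested, had an unadjusted p under 0.05. The values of the RN and RC mice did not overlap in 1223 higher and 1215 lower genes, together 16.3% of the tested genes, where chance gives 10%.
Atp6v0d2 (ENSMUSG00000028238), a proton pump subunit, rose from 8.82 ± 1.00 CPM in RC to 31.04 ± 2.83 CPM in RN (SD, n = 3 mice each), a log2 fold change of 1.82 (standard error 0.139, adjusted p = 0.00461 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ecel1 (ENSMUSG00000026247), an endopeptidase, rose from 43.2 ± 2.91 to 114.5 ± 25.4 CPM, a log2 fold change of 1.41 (standard error 0.154, adjusted p = 0.0365 from the same test). Lcat (ENSMUSG00000035237), a cholesterol acyltransferase, went from 40.6 ± 2.75 to 16.95 ± 1.70 CPM, a log2 fold change of -1.26 (standard error 0.117, adjusted p = 0.0160).
Of the settings that kept the same thresholds, DESeq2's Wald test moved the counts most, to 99 higher and 87 lower genes, which held all 11 genes above. With the replicate number as a block, 17 genes were higher and 5 lower, of which 6 and 2 were among those above. Gal, Cd300a and Fndc9 lost their call with the block, the last 2 with adjusted p of 0.0654 and 0.0728 from edgeR. The calls also depended on single mice. Leaving out RN replicate 1 gave 26 higher and 4 lower genes, leaving out RC replicate 3 gave 5 and 18, and leaving out either RC replicate 2 or RN replicate 2 gave 3 higher genes. Neurod1, Sprr1a and Atp6v0d2 were called in all 6 fits that each left out a mouse, and the other genes in 1 to 3 of them. With a score of choroid plexus genes as a covariate, no gene was higher and 1 was lower, against 332 and 171 at an unadjusted p under 0.05 and the same fold change.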

A total of 364 genes were significantly upregulated and 456 genes were downregulated in the RN group compared to the RC group. Compared to the NC group, 2866 genes were significantly upregulated and 2627 genes were downregulated in the RC group (**Figure 4B**). The volcano plot provided an overview of significantly upregulated (red) and downregulated (blue) genes in the RN versus RC group (**Figure 4C**).

**Figure 4:**
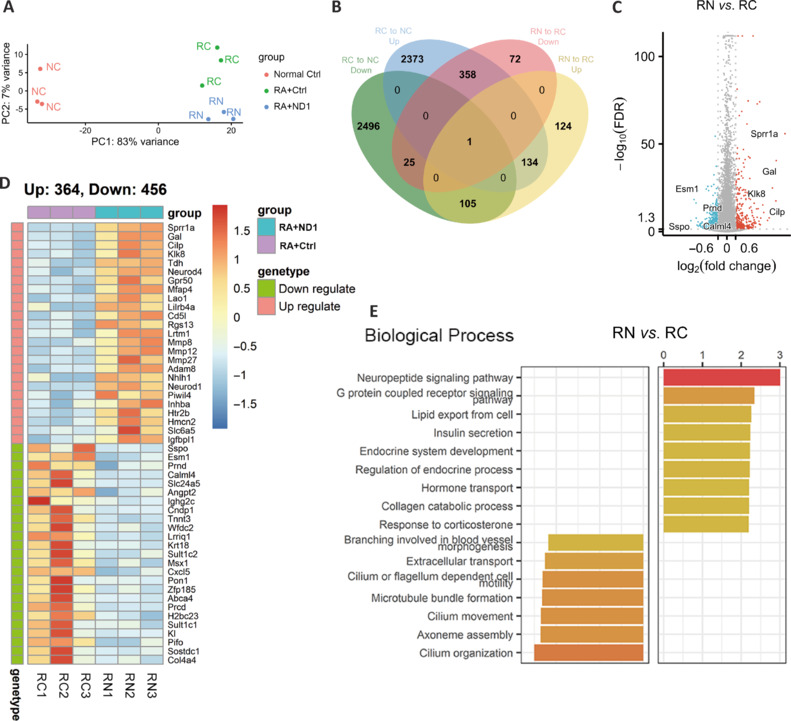
RNA sequencing in the irradiated brain tissue after NeuroD1 virus injection. (A) Principal component analysis showed the relationship of the different samples. (B) The Venn diagram indicates the overlap of differentially expressed genes between different groups. (C) The volcano diagram shows upregulated genes (red) and downregulated genes (blue) in the RN *vs.* RC groups. (D) A heat map demonstrating significant differential gene expression between the RN and RC groups. (E) Enrichment of related biological process by Gene Set Enrichment Analysis between the RN and RC groups (*n* = 3). NC: Normal control mice; RC: radiation + control virus; RN: radiation + NeuroD1 virus.

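The heatmap of Figure 4D names 50 genes, 25 higher and 25 lower in RN, which the study chose on these same mice. All 50 went in the heatmap's direction in the counts. The RN and RC mice did not overlap for 48 of them, where chance gives 10% of genes, and overlapped for Pon1 and Sult1c1. The filter on low counts kept 24 of the higher and 21 of the lower genes and removed Lrtm1, Cndp1, Sult1c2, Pon1 and Sult1c1. All 45 tested genes changed at least 2-fold with an unadjusted p under 0.05. Over all tested genes, 4 of the 45 passed the 0.05 threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, namely Sprr1a, Gal, Gpr50 and Neurod1. Adjusted over the list alone, 45 passed, which is not independent evidence because the list was chosen on these mice. None of the 21 lower genes passed over all tested genes, with adjusted p from 0.063 to 0.208. DESeq2's Wald test called all 50, edgeR without a filter on low counts 18, and edgeR with the replicate block 9.
Gpr50 (ENSMUSG00000056380), an orphan receptor, had 24, 26 and 17 counts in RC replicates 1 to 3 and 117, 263 and 139 in RN replicates 1 to 3, a log2 fold change of 2.89 (standard error 0.344, adjusted p = 0.0419 from edgeR's quasi-likelihood test). Among the 21 lower genes that passed the filter, Kl (ENSMUSG00000058488) had the largest fitted change, a log2 fold change of -3.83 (standard error 0.900, adjusted p = 0.139), but its counts in RC were 1496, 4589 and 240, against 129 to 174 in RN. Its log2 fold change was -2.49 without RC replicate 2. The choroid plexus is the tissue in the ventricles that makes cerebrospinal fluid. Its marker Ttr, which is not in the heatmap, had 44222, 127609 and 4491 counts in RC and 415, 1169 and 1642 in RN. Within the groups, 14 of the 21 lower genes moved with the score of choroid plexus genes at a correlation above 0.5, against 24.4% of about 14900 other tested genes. With that score as a covariate, none of the 45 genes passed the 0.05 threshold. All 24 higher and 11 of the 21 lower genes still changed at least 2-fold. The log2 fold change of Kl was -0.0529, while that of Sspo went from -3.13 to -4.51. Sult1c1 and Sult1c2, Lilrb4a and H2bc23 have near-identical relatives, between which the authors' counting could have split reads, so their values are uncertain.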

A heatmap clustering of the top 25 most significantly upregulated and downregulated genes was shown in **Figure 4D**. Of the top 25 significantly upregulated genes in the comparison between RN and RC, *NeuroD4* and *NeuroD1*, *Sprr1a*, *Ga*l, *Klk8*, *Rgs13*, *Lrtm1*, *Adam8*, *Nhlh1*, and *Piwil4* are all associated with neurogenesis. 

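NeuroD1 (Neurod1, ENSMUSG00000034701), the gene carried by the RN virus, had 84, 91 and 90 counts in RC replicates 1 to 3 and 1123, 1711 and 910 counts in RN replicates 1 to 3. Its mean rose from 5.10 ± 0.367 to 69.7 ± 20.5 CPM (SD, n = 3 mice each), a log2 fold change of 3.77 (standard error 0.227, adjusted p = 0.00178 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each mouse left out in turn its log2 fold change stayed between 3.52 and 3.96.
Sprr1a (ENSMUSG00000050359), a small proline-rich protein, rose from 0.753 ± 0.177 to 15.2 ± 3.70 CPM, a log2 fold change of 4.33 (standard error 0.279, the same adjusted p). Gal (ENSMUSG00000024907), the precursor of the neuropeptide galanin, rose from 4.92 ± 1.45 to 63.0 ± 27.8 CPM, a log2 fold change of 3.68 (standard error 0.397, adjusted p = 0.0365 from edgeR's quasi-likelihood test). With the replicate block, Gal had an adjusted p of 0.0525, and it kept its call in 1 of the 6 fits that each left out a mouse. Gal encodes a neuropeptide, and marker genes of the hypothalamus, where many neuropeptides are made, were higher in the RN tissue. Whether hypothalamic tissue was a source of Gal cannot be told here, because both differ between the same groups.
The other genes rose in every RN mouse above every RC mouse without passing the 0.05 threshold over all tested genes. Klk8 had 36, 55 and 20 counts in RC and 180, 781 and 474 in RN, a log2 fold change of 3.62 (standard error 0.545, adjusted p = 0.0661 from edgeR's quasi-likelihood test), and with the replicate block its adjusted p was 0.0473. Adam8 had a log2 fold change of 2.19 (standard error 0.324, adjusted p = 0.0630), and 0.0172 as the adjusted p with the block. Neurod4 had 4, 0 and 2 counts in RC and 32, 54 and 52 in RN, a log2 fold change of 4.40 (standard error 0.633, adjusted p = 0.0630). Nhlh1 had 17, 2 and 2 counts in RC and 58, 56 and 44 in RN, a log2 fold change of 2.87 (standard error 0.671, adjusted p = 0.139), and 4.58 without RC replicate 1. Piwil4 had at most 5 counts in an RC mouse and a log2 fold change of 2.79 (standard error 0.590, adjusted p = 0.126). Rgs13 and Lrtm1 were at or under 3 counts in all RC mice. Against that floor Rgs13, with 31, 28 and 16 counts in RN, was at least 8.16-fold higher, and Lrtm1, with 7, 35 and 33, at least 7.96-fold higher. DESeq2's Wald test called all of these genes.

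**Figure D2:**
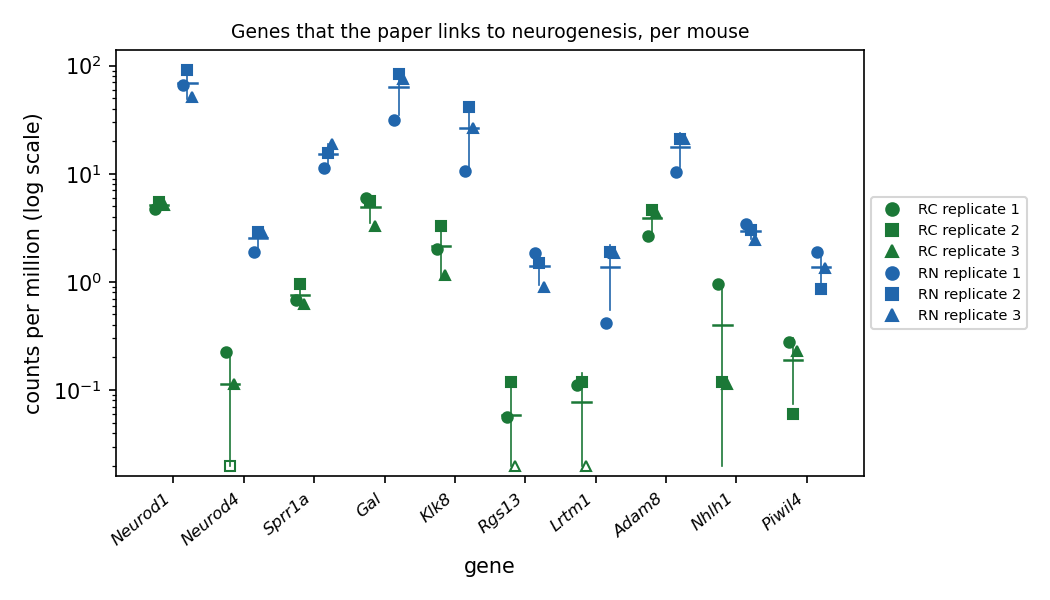
CPM, on a log axis, of the genes that the paper associates with neurogenesis, with a marker for each RC mouse (green) and RN mouse (blue), horizontal lines at the group means and vertical lines for the SD; open markers at the bottom of the axis stand for 0 counts. Each RN mouse lies above each RC mouse for all genes drawn.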

Of the top 25 significantly downregulated genes, *Ighg2* and *Cxcl5* are related to immune response; *Esm1* and *Angpt2* are related to angiogenesis; and *Pon1* and *Prcd* are related to apoptosis. 

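Figure 4D and the counts name Ighg2 as Ighg2c (ENSMUSG00000076612), an immunoglobulin constant region gene. It had 125, 21 and 15 counts in RC replicates 1 to 3 and 8, 4 and 6 in RN replicates 1 to 3, a log2 fold change of -3.14 (standard error 0.881, adjusted p = 0.203 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without RC replicate 1 the log2 fold change of Ighg2c was -1.62. Immunoglobulin constant genes are alike in sequence, so the authors' counting could have split reads between them. The related Ighg2b had 49, 14 and 1 counts in RC and 17, 90 and 16 in RN, with overlapping groups. Its log2 fold change was 0.88 (standard error 0.988, adjusted p = 0.816 from edgeR's quasi-likelihood test). Cxcl5 (ENSMUSG00000029371), a chemokine, had 78, 76 and 74 counts in RC and 12, 18 and 28 in RN, a log2 fold change of -2.01 (standard error 0.324, adjusted p = 0.0696).
Esm1 (ENSMUSG00000042379), a proteoglycan of endothelial cells, was at 6.34, 9.08 and 12.5 CPM in RC and 1.07, 1.44 and 2.35 CPM in RN, a log2 fold change of -2.52 (standard error 0.359, adjusted p = 0.0630 from edgeR's quasi-likelihood test). With the replicate block its adjusted p was 0.0243. Angpt2 (ENSMUSG00000031465), an angiopoietin, fell from 53.7 ± 9.83 to 11.8 ± 6.21 CPM (SD, n = 3 mice each), a log2 fold change of -2.18 (standard error 0.352, adjusted p = 0.0696 from edgeR). With the choroid plexus score as a covariate, the log2 fold change was -2.82 for Esm1 and -2.39 for Angpt2.
Pon1 (ENSMUSG00000002588) had 22, 80 and 3 counts in RC and 3, 3 and 2 in RN, so RC replicate 3 was at the level of the RN mice, and the gene was removed by the filter on low counts. Prcd (ENSMUSG00000075410) had 56, 73 and 23 counts in RC and 11, 14 and 13 in RN, a log2 fold change of -2.04 (standard error 0.473, adjusted p = 0.137 from edgeR's quasi-likelihood test), and -1.64 without RC replicate 2. Within the groups Prcd moved with the choroid plexus score at a correlation of 0.993, and with that score as a covariate its log2 fold change was -0.69 (adjusted p = 0.696 from edgeR). For Ighg2c and Cxcl5 the values with that covariate were -2.21 and -1.88. DESeq2's Wald test called all 6 genes.

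**Figure D3:**
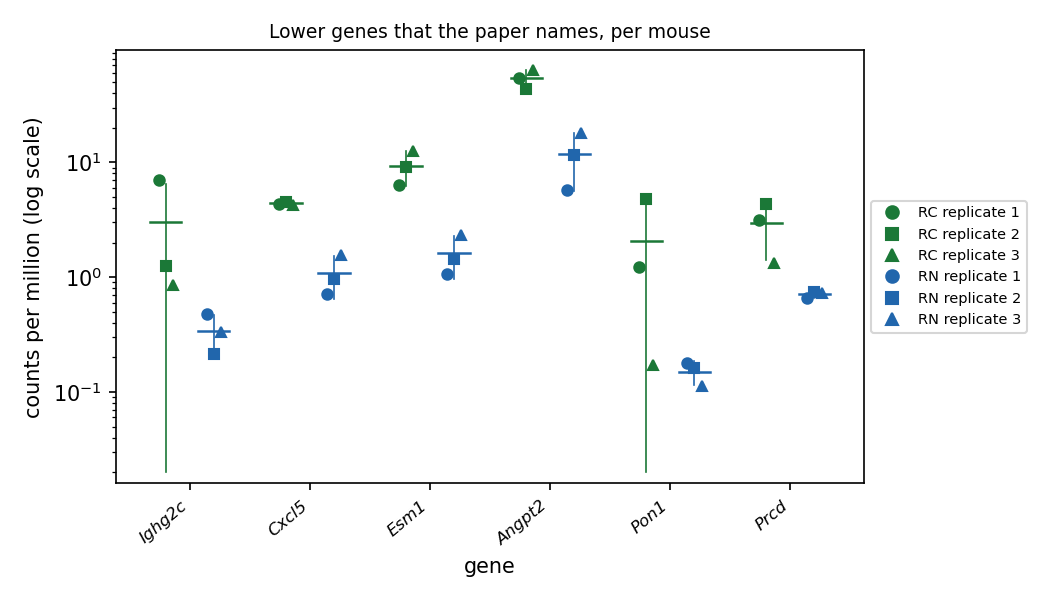
CPM, on a log axis, of the lower genes that the paper names, with a marker for each RC mouse (green) and RN mouse (blue), horizontal lines at the group means and vertical lines for the SD, which run off the axis where the SD exceeds the mean. The RN mice lie below the RC mice for all genes drawn except Pon1, where RC replicate 3 lies among the RN mice.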

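The genes of the stained proteins were measured in the 6-week libraries, while the staining was done on brains taken later. Rbfox3 (ENSMUSG00000025576), which encodes the neuronal marker NeuN, was at 78.7 ± 7.32 CPM in RC and 82.9 ± 10.6 CPM in RN (SD, n = 3 mice each). This log2 fold change of 0.08 (standard error 0.119, adjusted p = 0.879 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was within the spread between mice and changed sign without RC replicate 1 or RN replicate 3.
Among astrocyte genes, S100b was lower in RN with a log2 fold change of -0.35 (standard error 0.108, adjusted p = 0.236) and Gfap with -0.46 (standard error 0.203, adjusted p = 0.436), both without overlap between the groups. The value of Gfap was -0.26 without RC replicate 2, -0.27 without RN replicate 1 and -0.0571 with the choroid plexus score as a covariate. Aqp4 (ENSMUSG00000024411), the water channel of astrocyte endfeet, went from 434.1 ± 64.8 to 258.5 ± 49.6 CPM, a log2 fold change of -0.75 (standard error 0.156, adjusted p = 0.124 from edgeR). Pecam1 (ENSMUSG00000020717), which encodes the endothelial marker CD31, went from 70.6 ± 7.98 to 43.5 ± 7.17 CPM, a log2 fold change of -0.70 (standard error 0.141, adjusted p = 0.122 from edgeR). DESeq2's Wald test gave adjusted p of 0.000414 for Aqp4 and 0.00144 for Pecam1.
Aif1, which encodes the microglial marker Iba1, had a log2 fold change of -0.12 (standard error 0.162, adjusted p = 0.860), within the spread between mice, and it changed sign without RC replicate 1. Cd68 (ENSMUSG00000018774), a marker of activated microglia and macrophages, was higher in RN, at 190.0 ± 46.2 against 125.1 ± 14.2 CPM. Each RN mouse was above each RC mouse, with a log2 fold change of 0.60 (standard error 0.175, adjusted p = 0.208 from edgeR and 0.0247 from DESeq2). Cd8a had 125, 38 and 36 counts in RC and 20, 31 and 40 in RN. Its log2 fold change of -1.15 (standard error 0.518, adjusted p = 0.439 from edgeR) was -0.35 without RC replicate 1. Cd8b1 behaved alike, with a log2 fold change of -1.01 over all mice and -0.13 without that mouse.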

The sequencing results aligned with our immunofluorescence staining findings, where increased neuronal density, decreased incomplete angiogenesis and reduced inflammatory response were observed in the ND1-treated mice. To investigate the cellular processes that were altered with ND1 viral treatment in RIBI mice, we performed GSEA on differential genes between groups. 

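The gene sets of the Molecular Signatures Database were not used here. In their place 25 lists of marker and process genes, written by hand, were tested with camera from limma at its preset correlation, with Benjamini-Hochberg adjustment over the 25 lists. Camera called 17 lists, 8 higher and 9 lower in RN. It also called between 11 and 18 lists in the 9 other splits of the 6 mice, so its adjusted p do not measure the difference between RN and RC. In place of camera, fry called 4 lists and camera with the correlation estimated from the data called 2, and neither called a list in any other split. The neuropeptide and the motile cilium lists were called in all 3 ways. Both stand for terms that the paper reports from these same mice, so their calls are not independent evidence.
The neuropeptide list, with 30 of its 40 genes tested, had a median log2 fold change of 0.80 in RN, and 25 of the 30 were higher. Its adjusted p was 4.28e-16 from camera, 0.0302 from fry and 0.0440 with the estimated correlation. With the replicate block, fry gave 0.125. The median was 0.75 without Gal, the member that the study lists in Figure 4D. Among the members, Vgf had a log2 fold change of 1.13 (standard error 0.177, adjusted p = 0.0666 from edgeR's quasi-likelihood test) and Oxt of 1.85 (standard error 0.316, adjusted p = 0.0813). With the block the adjusted p of Vgf was 0.0378. Of the 30 genes, 12 are also in another list, mostly that of hypothalamic neurons, whose genes were higher in the RN tissue.
The angiogenesis list, with 37 genes, had a median log2 fold change of -0.48, and 28 genes were lower. Camera gave an adjusted p of 2.64e-13, against 0.0710 from fry and 0.148 with the estimated correlation. The median was -0.39 without the 3 genes that the study names and -0.27 with the choroid plexus score as a covariate. The endothelial list, with 22 genes, had a median of -0.41, with 20 genes lower, and an adjusted p of 6.45e-10 from camera, 0.119 from fry and 0.222 with the estimated correlation. The motile cilium list, for the cilium terms in Figure 4E, had a median of -0.71 over 52 genes, of which 48 were lower. In 36 of the 52 each RN mouse was below each RC mouse, and in 1 each was above. The list's adjusted p was 4.90e-27 from camera, 0.00609 from fry and 0.0359 with the estimated correlation, and 0.0467 from fry with the replicate block. Of its members, Foxj1 had a log2 fold change of -0.91 (standard error 0.135, adjusted p = 0.0630 from edgeR's quasi-likelihood test) and Dnah6 of -1.10 (standard error 0.159, the same adjusted p). With the block the adjusted p of Foxj1 was 0.0473.

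**Figure D4:**
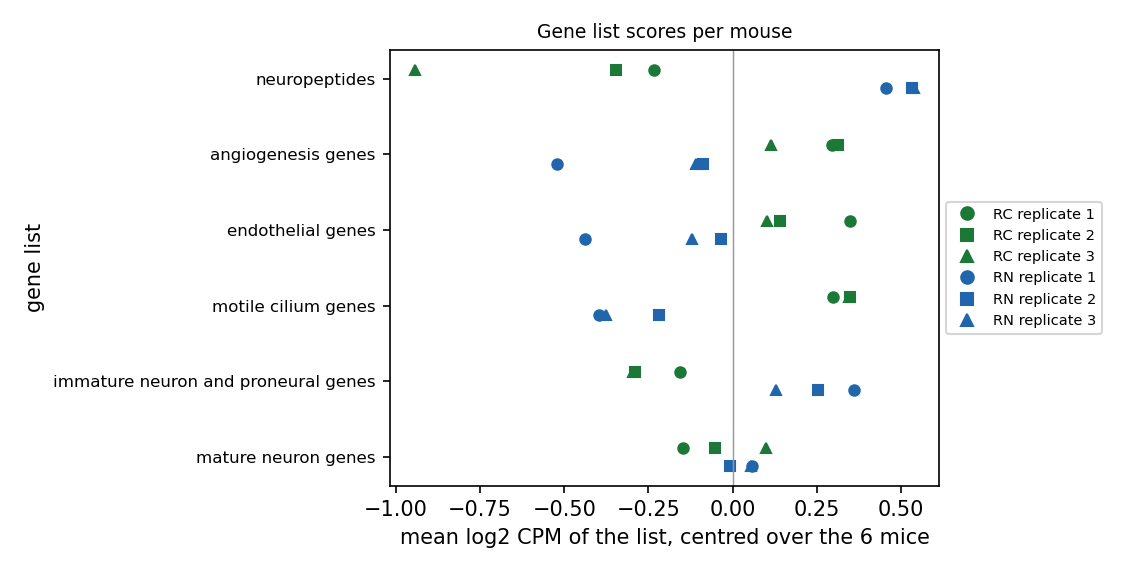
Mean log2 CPM of each list's genes, centred over the 6 mice, with a marker for each RC mouse (green) and RN mouse (blue). The RN mice lie right of the RC mice for the neuropeptide and the immature neuron lists and left of them for the angiogenesis, endothelial and cilium lists, and the groups overlap for mature neuron genes.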

Of the biological process-related terms, significantly upregulated pathways included the neuropeptide signaling pathway, and significantly downregulated pathways included blood vessel branching morphogenesis (**Figure 4E**). These results suggest that neurogenesis, immune response and angiogenesis are potential biological process targets of ND1 overexpression for further study in RIBI.

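The list of immature neuron and proneural genes, with 31 genes tested, had a median log2 fold change of 0.17 in RN, and 23 genes were higher. The median ran from 0.16 (0.1607, without RN replicate 1) to 0.28 (without RN replicate 3) with each mouse left out. It was 0.25 with the replicate block and 0.44 with the choroid plexus score as a covariate. Camera gave it an adjusted p of 4.49e-06, against 0.0630 from fry and 0.144 with the estimated correlation. Without the 3 genes that the study lists in Figure 4D the median was 0.16, with an adjusted p of 0.00581 from camera and 0.241 from fry. Apart from those genes, Sox11 (ENSMUSG00000063632) rose from 8.39 ± 1.86 to 15.9 ± 3.25 CPM (SD, n = 3 mice each), a log2 fold change of 0.93 (standard error 0.215, adjusted p = 0.137 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The list of mature neuron genes had a median log2 fold change of 0.08 over 29 genes, of which 1 had no overlap between the groups. The adjusted p was 0.0762 from camera and 0.465 from fry. Without RC replicate 3 its median was 0.16 and the adjusted p from camera 0.000981, and without RC replicate 1 they were 0.05 and 0.841.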

### The dynamic changes and interaction of differentially expressed genes after NeuroD1 overexpression

The expression trends of genes with similar expression patterns in each group were analyzed using soft clustering analysis (**Figure 5A**), and 12 clusters with distinct expression patterns were screened out. Functional annotations for these clusters are presented in **Figure 5B–E**. Genes in clusters 3 and 4 (**Figure 5B** and **C**) demonstrated a gradual decreasing trend in the RC group and a gradual increasing trend in the RN group, related to cellular development and synaptic function. Clusters 7 and 12 (**Figure 5D** and **E**) showed trends of an increase in gene expression in the RC group and a decrease in the RN group, associated with immune response and negative regulation of cellular processes.

**Figure 5:**
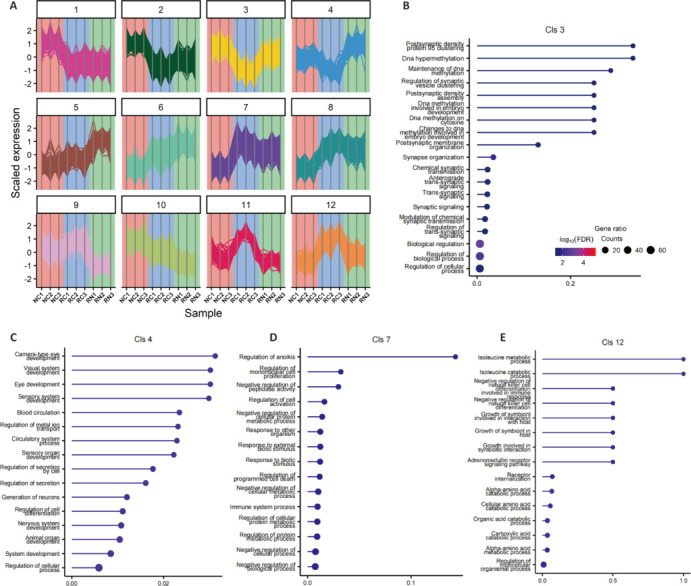
Dynamic changes and interaction of differentially expressed genes after ND1 overexpression. (A) Twelve distinct clusters with different change trends were screened out. (B–E) Functional annotations were conducted for clusters 3, 4, 7 and 12 (*n* = 3). ND1: NeuroD1.

A protein–protein interaction network for differentially expressed genes between the RN and RC groups was conducted to elucidate the biological interactions of core and key genes (**Additional Figure 2**). Genes directly connected to ND1 were primarily upregulated (red circles), indicating an upregulation of cell differentiation-related genes. Additionally, ND1 indirectly influenced the regulation of immune response-related genes and tubular structure development-related genes (green and blue circles). These results from bulk RNA-seq suggest that ND1 overexpression modulated the expression of genes involved in neurogenesis, immune response, and angiogenesis, corresponding to observed phenotypes of ND1 treatment in RIBI.

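Of the immune gene lists, that of activated microglia and macrophages was higher in RN, with a median log2 fold change of 0.70 over 28 genes. Of these, 27 were higher and 16 had each RN mouse above each RC mouse. The adjusted p was 4.87e-31 from camera, 0.0385 from fry and 0.0557 with the estimated correlation. With the replicate block, fry gave 0.125. Without the 5 genes that the study names, the median was 0.62 and fry's adjusted p 0.0425. Gpnmb (ENSMUSG00000029816) had 6382, 8571 and 7024 counts in RC replicates 1 to 3 and 14501, 26864 and 18472 in RN replicates 1 to 3, a log2 fold change of 1.39 (standard error 0.202, adjusted p = 0.0630 from edgeR's quasi-likelihood test). Mmp12 had a log2 fold change of 2.20 and Cd5l of 2.39, each with the adjusted p of Gpnmb. With the replicate block the adjusted p of Gpnmb, Mmp12 and Cd5l were 0.00936, 0.0473 and 0.0364. The list of homeostatic microglia genes had a median of 0.10 over 18 genes, an adjusted p of 0.202 from camera and overlapping groups for all of its genes. This median was 0.03 without RN replicate 3 and 0.19 without RN replicate 1.
The T cell list had a median log2 fold change of -0.69 over 21 genes, of which 19 were lower and 3 had no overlap between the groups. Its adjusted p was 0.000362 from camera and 0.465 from fry, and without RC replicate 1 the median was -0.23 and camera's adjusted p 0.550. The list of B cells and plasma cells had a median of -0.99 over 9 genes, with 4 higher and 5 lower, and an adjusted p of 0.0785 from camera. Without RC replicate 1 this median was -0.29. The list of interferon-stimulated genes had a median of 0.27 over 21 genes, of which 17 were higher, with an adjusted p of 4.31e-05 from camera and 0.465 from fry. Its median was 0.60 without RC replicate 1 and 0.14 without RC replicate 2. The paper's soft clusters and protein interaction network were not analysed here. From these, together with the genes of Figure 4D and the terms of Figure 4E, the paper proposes that ND1 changed the expression of neurogenesis, immune response and angiogenesis genes, and it relates this to the phenotypes it observed.

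**Figure D5:**
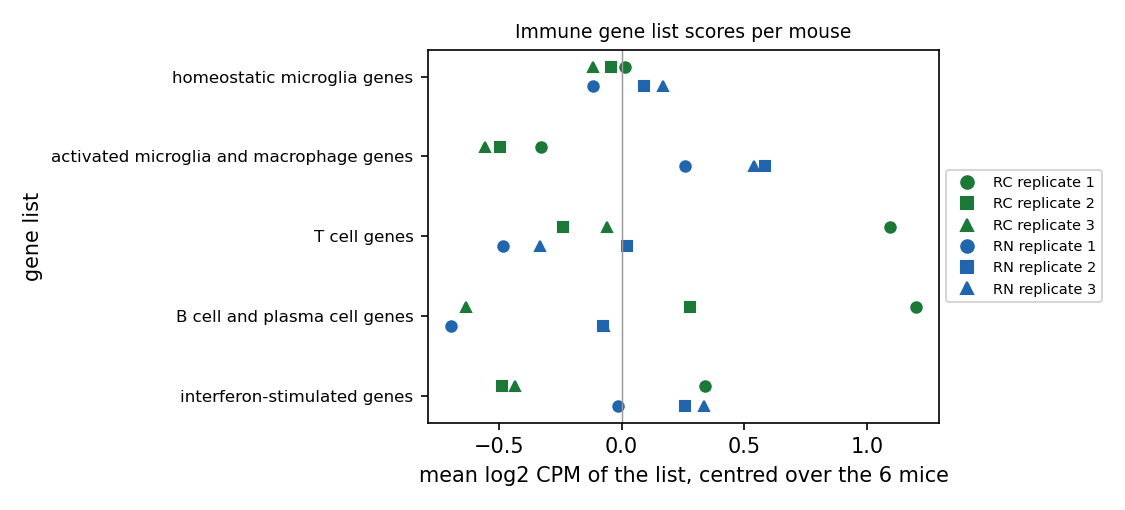
Mean log2 CPM of each immune list's genes, centred over the 6 mice, with a marker for each RC mouse (green) and RN mouse (blue). The groups are apart only for the activated microglia and macrophage genes, and RC replicate 1 lies far right of the other mice for the T cell genes and highest for the B cell and plasma cell genes.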

### *In vivo* conversion of astrocytes into neurons in the delayed brain injury of a hemorrhagic stroke mouse model

Hemorrhagic stroke is an acute cerebrovascular disease in which brain tissue is damaged because of sudden obstruction of blood flow or rupture of blood vessels in the brain tissue, which subsequently leads to delayed brain injury (Ohashi et al., 2023). Histopathology evaluations were performed at 7, 30, and 60 days post-virus injection (dpi) (**Figure 6A**) within a 1-mm^2^ area adjacent to the cavity (**Figure 6B**). We performed co-staining for S100β, tdTomato and NeuN to examine the conversion of the astrocytes into neurons after overexpressing ND1 in the control virus group (Ctrl) and ND1-treated group (ND1).

**Figure 6:**
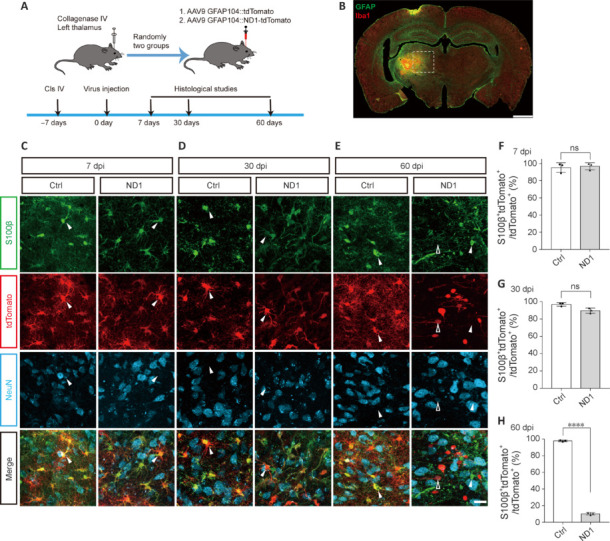
*In vivo* conversion of astrocytes into neurons in the thalamus of hemorrhagic stroke mouse brain. (A) Schematic diagram illustrating experimental timeline. (B) Representative images of reactive astrocyte (GFAP^+^, astrocytic marker, green, Alexa Fluor® 647) or microglia (Iba1^+^, microglial marker, red, Alexa Fluor® 488) -occupied areas on the 7^th^ day after injection with collagenase IV. Confocal images were taken from selected regions within a 1-mm^2^ area near the core injury area (dashed box). Scale bar: 1000 μm. (C–E) Confocal images (63× magnification) showing enlarged views of the S100β (green, astrocytic marker, Alexa Fluor® 488), tdTomato (red, tag protein of virus, Alexa Fluor ® 555) and NeuN (blue, neuronal marker, Alexa Fluor® 647) in the control group (left column) and ND1-treated group (right column) at 7, 30 and 60 days after viral injection. Astrocytes in the ND1-treated group gradually converted into neurons. Solid arrows indicate typical S100β^+^ cells. Hollow arrows indicate tdTomato and NeuN co-staining. Scale bar: 20 μm. (F–H) Quantitative analysis of percentage of tdTomato^+^ cells in both groups. Data are expressed as mean ± SD (*n* = 3). ****P < 0.0001 (unpaired Student’s *t*-test). Ctrl: Control; dpi: days post-virus injection; GFAP: glial fibrillary acidic protein; Iba1: ionized calcium binding adapter molecule 1; ND1: NeuroD1; ns: not significant.

At 7 dpi, the tdTomato^+^ cells were co-labeled with S100β but not with NeuN in both the Ctrl and ND1 groups (**Figure 6C** and **F**), which indicated that the tdTomato^+^ cells were still astrocytes at 7 dpi. At 30 dpi, tdTomato^+^ cells in the Ctrl group were still co-labeled with S100β but not with NeuN (**Figure 6D** and **G**). In the ND1 group, although most of the tdTomato^+^ cells were still co-labeled with S100β and not with NeuN, the co-labeling rate (89.7% ± 3.0%) was slightly lower compared with that at 7 dpi (96.8% ± 4.1%). These results suggest a trend that a small proportion of tdTomato+ cells had become non-astrocytes at 30 dpi in the ND1-treated group.

At 60 dpi, tdTomato^+^ cells were co-labeled with S100β in the Ctrl group. In the ND1 group, tdTomato^+^ cells were sparsely co-labeled with S100β and were co-labeled with NeuN. These results suggest most of the tdTomato^+^ cells in the ND1-treated group had become non-astrocytes, with some of them converting into neurons at 60 dpi (**Figure 6E** and **H**). These results suggest that the tdTomato^+^ astrocytes gradually converted into neurons after ND1 overexpression.

To determine whether the conversion of tdTomato^+^ astrocytes into neurons was mediated by the increased expression of ND1, we performed co-staining for ND1, tdTomato and NeuN at 7, 30, and 60 dpi in a hemorrhagic stroke mouse model. In the Ctrl group, there was no ND1 expression and the tdTomato^+^ cells were not co-labeled with NeuN (**Figure 7A–F**). In the ND1 group, ND1 was expressed in tdTomato^+^ astrocytes and most of ND1 did not co-label with NeuN at 7 dpi (**Figure 7A**). The co-labeling rate of NeuN^+^tdTomato^+^ was 1.8% ± 3.1% (**Figure 7D**). At 30 dpi, there was a slight increase in the co-labeling rate of NeuN^+^tdTomato^+^ to 6.0% ± 3.9% (**Figure 7B** and **E**). At 60 dpi, tdTomato+ cells not only expressed ND1 but also were co-labeled with NeuN (**Figure 7C**), suggesting that these cells had transdifferentiated into neurons under the induction of ND1. The co-labeling rate of tdTomato^+^NeuN^+^ was 31.7% ± 8.0% (**Figure 7F**), which indicated that the transdifferentiation induced by ND1 was a gradual increase.

**Figure 7:**
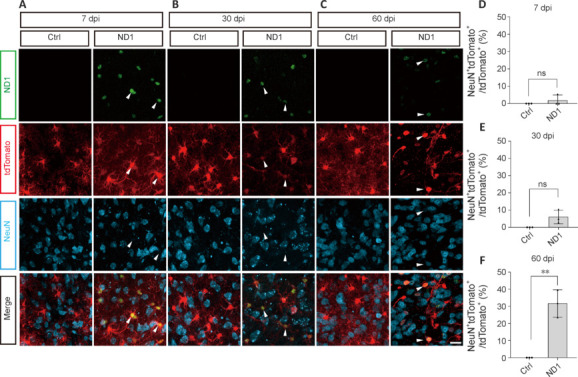
Reactive astrocytes gradually converted into neurons by NeuroD1. (A–C) Confocal images (63× magnification) of the NeuroD1 (green, Alexa Fluor® 488), tdTomato (red, tag protein of virus, Alexa Fluor® 555) and NeuN (blue, neuronal marker, Alexa Fluor® 647) in the control and ND1-treated groups at 7, 30 and 60 dpi. In the ND1-treated group tdTomato^+^ cells gradually converted into neurons. Solid arrows indicate typical NeuroD1^+^ cells. Scale bar: 20 μm. (D–F) Quantitative analysis showing no tdTomato and NeuN co-stained cells in the control group and gradually increasing co-stained cells in the ND1-treated group at 7 (1.8% ± 3.1%), 30 (6.0% ± 3.9%) and 60 (31.7% ± 8.0%) dpi. Data are expressed as mean ± SD (*n* = 3). **P < 0.01 (unpaired Student’s *t*-test). Ctrl: Control; dpi: days post-virus injection; ND1: NeuroD1; ns: not significant.

### Reduction of microglial activation after NeuroD1 treatment in a hemorrhagic stroke mouse model

The hemorrhagic stroke brain injury includes two characterized timespans: the early brain injury period and the delayed brain injury period. The microglial phenotypes and functions during each phase serve a critical role in both promoting and attenuating hemorrhagic stroke-induced morbidity (He et al., 2021; Alsbrook et al., 2023). We examined the activation level of microglial cells by co-staining the microglial markers Iba1 and CD68. The staining results showed that both groups of mice exhibited gradually reduced microglial activation over time (7, 30, and 60 dpi; **Figure 8A–C**). Compared with those in the Ctrl group, the mean fluorescence intensities of both Iba1 and CD68 gradually decreased after ND1 treatment (Iba1, **Figure 8D–F**; CD68, **Figure 8G–I**). Moreover, statistical analysis at 60 dpi showed that the mean fluorescence intensities of both Iba1 and CD68 in the ND1 group were significantly lower than those in the Ctrl group (**Figure 8C**, **F** and **I**). These results suggest that microglial activation in the ND1-treated mice was significantly decreased at 60 dpi under the overexpression of ND1, and may be associated with its therapeutic effect. Additionally, we observed the vessels and did not show any vascular proliferation in the hemorrhagic stroke mouse model (**Additional Figure 3A–I**).

**Figure 8:**
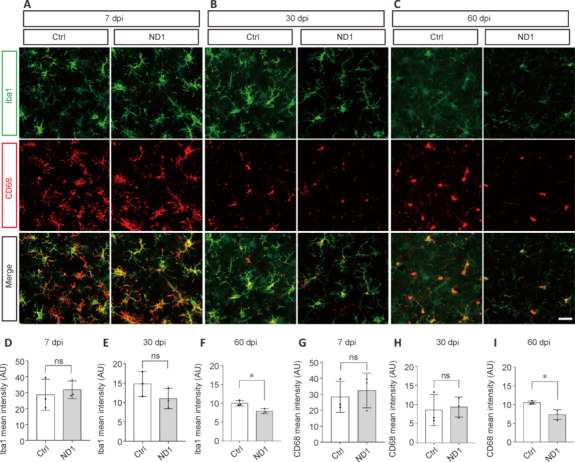
Reduction of inflammation after ND1 treatment in hemorrhagic stroke mouse brain. (A–C) Confocal images (63× magnification) of the Iba1 (green, microglial marker, Alexa Fluor® 488) and CD68 (tdTomato, activated microglial marker, Alexa Fluor ® 647) in the control and ND1-treated groups at 7, 30 and 60 dpi. Both groups had decreased inflammation from 7 to 60 dpi. Scale bar: 20 μm. (D, E) Quantitative analysis showing no significant difference of Iba1 mean intensity between the two groups at 7 and 30 dpi. (F) Quantitative analysis showing a significant reduction of Iba1 mean intensity after ND1 treatment compared with that in the control group at 60 dpi. (G, H) Quantitative analysis showing no significant difference of CD68 mean intensity between the two groups at 7 and 30 dpi. (I) Quantitative analysis showing a significant reduction of CD68 mean intensity after ND1 treatment compared with that in the control group at 60 dpi. Data are expressed as mean ± SD (*n* = 3). *P < 0.05 (unpaired Student’s *t*-test). Ctrl: Control; dpi: days post-virus injection; Iba1: ionized calcium binding adapter molecule 1; ND1: NeuroD1; ns: not significant.

## Discussion

This study showed a significant decrease in brain lesion volume of RIBI mice after *in situ* neuronal regeneration treatment, accompanied by increased neuronal density, alleviated microglial activation, reduced incomplete angiogenesis, and decreased infiltration of CD8^+^ T cells into brain parenchyma, thus ameliorating RIBI. These findings indicate that mechanistically, ND1 *in situ* neural regeneration technology exerts its therapeutic effects by upregulating neurogenesis-related genes and downregulating immune response and angiogenesis-related genes. The effects of *in situ* neuronal regeneration technology in ischemic stroke have been demonstrated previously (Chen et al., 2020; Ge et al., 2020), via converting reactive astrocytes into neurons, but its effect in hemorrhagic stroke has not been determined. Moreover, the process of transdifferentiation in delayed brain injury remains unclear. Our findings showed the conversion of reactive astrocytes into neurons and alleviation of inflammatory response in a hemorrhagic stroke model, indicating a shared therapeutic potential in two different delayed brain injury diseases, both induced by transient insults to the brain. Overall, our study supports the therapeutic potential of *in situ* neuronal regeneration technology for the treatment of delayed brain diseases such as RIBI and hemorrhagic stroke by converting reactive astrocytes into neurons.

In the present study, ND1 treatment decreased lesion volume at 10 weeks compared with that in the RIBI mouse model receiving control virus treatment. Furthermore, we found that ND1 treatment increased neuronal density in the lesion areas of RIBI mice, both by converting reactive astrocytes into neurons and by decreasing the loss of endogenous neurons, which is consistent with the findings by Chen et al. (2020). Upon stimulation of the central nervous system by an insult such as radiation exposure, microglia become activated. Although the phagocytosis of dead cells by activated microglia is vitally important for maintaining the brain microenvironment homeostasis, persistent activation leads to chronic neuroinflammation and aggravates RIBI (Fu et al., 2014; Liu et al., 2022). Moreover, human and animal studies have found that BBB disruption plays a critical role in the pathogenesis of RIBI. Radiation induces incomplete angiogenesis, disrupts the BBB, and causes peripheral immune cells to infiltrate the brain, ultimately exacerbating RIBI (Jiang et al., 2014; Ali et al., 2019; Cheng et al., 2023; Shi et al., 2023a; Zhao et al., 2023). In this study, ND1 treatment exhibited an anti-inflammatory effect, alleviating the microglial activation in the injured area. Furthermore, it reduced incomplete angiogenesis and decreased infiltration of CD8^+^ T cells into brain parenchyma. These results suggest *in situ* neuronal regeneration technology improved the microenvironment of the injured area by reducing microglial activation and BBB disruption, thereby decreasing the loss of endogenous neurons.

Previous sequencing results from an *in vitro* study indicated that ND1 *in situ* neuronal regeneration technology converts reactive astrocytes into neurons by increasing the expression of neurogenesis-related genes and decreasing the expression of astroglia-related genes (Ma et al., 2022). In the RIBI mouse model, high-throughput sequencing results showed that *NeuroD1*, *NeuroD4*, *Sprr1a*, *Gal*, *Klk8*, *Rrs13*, *Ltrm1*, *Adam8*, *Nhlh1* and *Piwil4* significantly increased, and that the expression of A1 astrocyte type-related lineage gene *Lcn2* significantly decreased. Reactive astrocytes in injury or disease can be classified as A1 or A2 type based on their gene expression profile, with A1 exhibiting neurotoxic effects and A2 exhibiting neuroprotective effects (Liddelow et al., 2017). A recent study showed that astrocytes may have immune memory functions and play a proinflammatory role in the progression of chronic neurological diseases (Lee et al., 2024). 

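Lcn2 (ENSMUSG00000026822), which encodes lipocalin 2, was at 23.7, 21.99 and 44.2 CPM in RC replicates 1 to 3 and 6.72, 15.9 and 14.3 CPM in RN replicates 1 to 3. Each RN mouse was below each RC mouse, with a log2 fold change of -1.28 (standard error 0.363, adjusted p = 0.205 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2's Wald test gave an adjusted p of 0.00690. Without RC replicate 3 the log2 fold change was -0.89.
In the lists tested here, Lcn2 is among the genes of all reactive astrocytes, the pan-reactive list. That list had a median log2 fold change of -0.15 over 13 genes, of which 9 were lower, and an adjusted p of 0.708 from camera and 0.941 from fry. Without RN replicate 1 its median was 0.01 and camera's adjusted p 0.0190, and without RN replicate 2 the median was -0.34. The list of A1 astrocyte genes had a median of -0.08 over 11 genes, with 5 higher and 6 lower, and an adjusted p of 0.890 from camera. Without RC replicate 1 its median was 0.32 and camera's adjusted p 0.0159, and without RC replicate 3 the median was -0.16. The list of A2 astrocyte genes had a median of 0.05 over 9 genes, -0.31 without RC replicate 3 and 0.24 without RC replicate 2. The list of general astrocyte genes had a median of -0.43, with all 20 genes lower in RN and 16 without overlap between the groups. Its adjusted p was 9.51e-21 from camera, 0.0392 from fry and 0.114 with the estimated correlation, and 0.0467 from fry with the replicate block. Cldn10 had a log2 fold change of -0.83 (standard error 0.121, adjusted p = 0.0630 from edgeR's quasi-likelihood test) and Aldoc of -0.76 (standard error 0.129, adjusted p = 0.0836). With the block the adjusted p of Aldoc was 0.0473.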

*Lcn2*, often expressed in reactive astrocytes post-injury (Zamanian et al., 2012), was significantly downregulated in RIBI after ND1 treatment. Additionally, previous reports have indicated the role of ND1 in reducing inflammatory responses (Liu et al., 2020; Zhang et al., 2020). Our sequencing results similarly showed that the immune response-related genes *Ighg2* and *Cxcl5* were significantly decreased in RIBI after ND1 treatment. These results suggest ND1 *in situ* neuronal regeneration technology potentially curbs the inflammatory response of the microenvironment by decreasing the A1 astrocyte type-related genes and immune response-related genes. Moreover, our sequencing results showed downregulation of angiogenesis-related genes (*Esm1* and *Angpt2*) and biological processes in the RIBI after ND1 treatment. 

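Among the angiogenesis genes tested, Apln alone passed the threshold over all genes in edgeR's fit of group alone. With the replicate block Esm1 passed it too (adjusted p = 0.0243 from edgeR). Without a filter on low counts, Esm1 and Angpt2 did (0.0335 and 0.0357 from edgeR). Apln (ENSMUSG00000037010), the precursor of the peptide apelin, had 2100, 1968 and 2471 counts in RC replicates 1 to 3 and 699, 915 and 1084 in RN replicates 1 to 3. Its mean went from 125.6 ± 13.8 to 50.4 ± 9.60 CPM (SD, n = 3 mice each), a log2 fold change of -1.32 (standard error 0.148, adjusted p = 0.0383 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called in 3 of the 6 fits that each left out a mouse, with log2 fold changes from -1.47 to -1.20. Vegfa (ENSMUSG00000023951), which encodes vascular endothelial growth factor A, went from 49.9 ± 9.30 to 35.5 ± 7.00 CPM, and the groups overlapped. Its log2 fold change was -0.49 (standard error 0.175, adjusted p = 0.309 from edgeR's quasi-likelihood test).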

Incomplete angiogenesis is one of the typical pathological features of RIBI, which does not form a BBB, leading to leakage of vascular contents and the formation of edema around the lesion (Ali et al., 2019). Therefore, bevacizumab, an anti-angiogenic agent targeting vascular endothelial growth factor, has been effective in RIBI by reducing angiogenesis and cerebral edema (Jiang et al., 2014; Xu et al., 2018; Zhuang et al., 2019; Cai et al., 2020; Garcia et al., 2020). These results suggest that the neuroprotective effect of ND1 overexpression is closely related to its anti-inflammatory and anti-angiogenesis effects.

In addition to the RIBI mice, we investigated the process of transdifferentiation and treatment effects induced by ND1 overexpression in a hemorrhagic stroke mouse model. The findings showed similar transdifferentiation levels at 60 days after virus injection and comparable therapeutic effects in both delayed brain injury mouse models.

A previous study by Wang et al. (2021a) reported neuronal leakage when a high titer AAV (≥ 1E+13 GC/mL) was injected into healthy mouse brains. However, Xu et al. (2022) reported that a high titer can cause severe neuronal leakage and Guo et al. (2023) showed that an excessively high virus titer can lead to tissue damage. In addition, the leakage and glia conversion are two independent events (Chen, 2024). Xiang et al. (2024) used long-term two-photon imaging to continuously capture the process of astrocyte-to-neuron transdifferentiation in lineage-traced mice. Through two-photon calcium imaging and patch clamp recordings, they confirmed that the newly generated neurons established functional connections in local neural circuits, providing the most insightful evidence of astrocyte-to-neuron transdifferentiation. He et al. (2025) found that using different transcription factors (*ND1*, *Ascl1*, *Dlx2*) could transdifferentiate astrocytes into different subtypes of neurons, which cannot be explained by leakage. The virus titer used in this study was 5E+11 GC/mL, which is a working titer that balances high specificity and low inflammatory damage. Together, these previous studies support that the results found in the present study are due to the tissue repair effects of ND1 overexpression rather than leakage.

The present study had some limitations. In the hemorrhagic stroke mouse model, the number of mice was small. Because of the high mortality rate of hemorrhagic stroke models, a mild injury model was used in this study. As a result, there were no changes in the behavioral phenotypes of the injured mice caused by the pathological damage, and transdifferentiation did not alter the behavioral phenotypes of the injured mice. In addition, we did not examine the electrophysiological properties of converted neurons or whether they integrated into the native neural circuits. Additionally, the exact mechanisms underlying the therapeutic effects of ND1 overexpression still need further exploration. We will investigate these questions in future experiments. Like other new technology, *in situ* neural regeneration technology has its own limitations. This technique relies on the transdifferentiation of endogenous reactive astrocytes into neurons within the brain injury area. Therefore, the number of reactive astrocytes in the injury area will affect the therapeutic effect.

In conclusion, our study indicates that *in situ* ND1 overexpression converts reactive astrocytes into neurons in two delayed brain injury mouse models: RIBI and hemorrhagic stroke. In the RIBI mouse model, ND1 overexpression reduced the inflammatory response, incomplete angiogenesis, and the infiltration of peripheral CD8^+^ T cells into the brain parenchyma, thereby significantly reducing the lesion volume. Mechanistically, ND1 *in situ* neural regeneration technology exerted its therapeutic effects by upregulating neurogenesis-related genes and downregulating immune response and angiogenesis-related genes. Overall, our study shows that ND1 *in situ* neural regeneration technology is a potential therapeutic approach for treating delayed brain injuries such as RIBI and hemorrhagic stroke.

## Additional files:

***Additional Figure 1:*** *ND1-treated mice exhibit reduced inflammation and similar vessel characteristics to control mice in brim areas.*

Additional Figure 1 ND1-treated mice exhibited reduced inflammation and similar vessel characteristics to control mice in brim areas.
(A) Representative images of reactive astrocyte-occupied areas (GFAP^+^, green, Alexa Fluor ® 647) after injection with control AAV (left) or ND1 AAV (right). The control virus group had a larger astrocyte-occupied area than the ND1-treated group. Scale bar: 1000 μm. (B) Quantitative analysis of GFAP positive areas (*n* = 5). (C) Representative images of GFAP^+^ (green, Alexa Fluor ® 647) core and brim areas. Scale bar: 1000 μm. (D) Confocal images (63× magnification) of Iba1 (green, microglial marker, Alexa Fluor ® 488) and CD68 (red, activated microglial marker, Alexa Fluor ® 647). The control virus group had a higher mean intensity of Iba1 and CD68 than the ND1-treated group in brim areas. Scale bar: 20 μm. (E, G) Quantitative analysis of Iba1 mean intensity in core and brim areas (*n* = 6). (F, H) Quantitative analysis of CD68 mean intensity in core and brim areas (*n* = 6). (I) Confocal images (40× magnification) of CD31 (green, vascular endothelial cell marker, Alexa Fluor ® 488) and AQP4 (red, astrocytic endfoot marker, Alexa Fluor ® 647) under different conditions. There was no significant difference of vessels between the two groups in brim areas. Scale bar: 20 μm. (J, K) Quantitative analysis of total vessel length and vessel density in brim areas (*n* = 6). Data are expressed as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (unpaired Student's *t*-test). AAV: Adeno-associated virus; AQP4: aquaporin-4; GFAP: glial fibrillary acidic protein; Iba1: ionized calcium binding adapter molecule 1; ND1: NeuroD1; RA: radiation; RA+ND1: radiation + NeuroD1; RA+Ctrl virus: radiation + control virus.

***Additional Figure 2:*** *The protein interaction networks for RN vs. RC.*

Additional Figure 2 The protein interaction networks for RN *vs*. RC.
The purple circles represent the protein NeuroD1, which holds core positions in the networks. Upregulated genes were represented as pink circles, and downregulated genes were represented as blue diamonds. Genes associated with cell differentiation, immune response, and tubular structure development were highlighted with red, green, and blue circles, respectively (*n* = 3). RC: radiation + control virus; RN: radiation + NeuroD1 virus.

***Additional Figure 3:*** *There is no significant difference of vessels between control and ND1 virus treatment groups in hemorrhagic stroke mouse brain.*

Additional Figure 3 There is no significant difference of vessels between control and ND1 virus treatment groups in hemorrhagic stroke mouse brain.
(A-C) Confocal images (63× magnification) of CD31 (green, vascular endothelial cell marker, Alexa Fluor ® 488) and AQP4 (red, astrocytic endfoot marker, Alexa Fluor ® 647) under different conditions at 7, 30 and 60 dpi. There was no significant difference of vessels between the two groups. Scale bar: 20 μm. (D-F) Quantitative analysis showing no significant difference of the vessel density between the two groups at 7, 30 and 60 dpi. (G-I) Quantitative analysis showing no significant difference of total vessel length between the two groups at 7, 30 and 60 dpi. Data are expressed as mean ± SD (*n* = 3) and were analyzed by unpaired Student's t-test. AQP4: aquaporin-4; Ctrl: control; dpi: days post-virus injection; ND1: NeuroD1; ns: not significant.

## Data Availability

*All data generated or analyzed during this study are included in the manuscript and its Additional files*.

How the deposited data were processed for this re-analysis (not part of the article)

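Thalamus tissue of 3 RC mice (50 Gy and control virus) and 3 RN mice (50 Gy and NeuroD1 virus) was sequenced in bulk 6 weeks after irradiation. Samples were mapped to groups and replicate numbers by their labels and the group names of the paper. Normal control mice, the staining, the MRI and the hemorrhagic stroke model were not analysed here.

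The authors deposited counts of reads per gene as whole numbers, with one column per mouse and no normalization. The paper states the library kit (NEBNext Ultra RNA) and the sequencer (Illumina NovaSeq). Its text does not name the aligner, the counting tool, the genome build, the annotation or the use of strand. How reads shared between genes were counted is therefore not known. This leaves the counts of gene families such as immunoglobulin, Sult1c, Lilrb4 and histone genes uncertain, as well as those of overlapping and antisense genes. No coordinates are printed for the same reason.

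Library totals lay between 16561663 and 18657015, with a median of 17542922 in RC and 17843348 in RN. A count of 0 was read as allowing up to 3 counts, and where all mice of a group lay at or under that floor a fold change was computed against it and given as a lower bound. All 6 libraries held transcripts of the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty, whose adjusted p lay between 0.906 and 0.987 in edgeR's quasi-likelihood test.

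From the counts, edgeR 4.0.16 in R 4.3.3 removed genes of low count with filterByExpr (minimum count 10), normalized with TMM and fitted a quasi-likelihood model of group alone. Adjusted p-values are Benjamini-Hochberg values over the 14956 tested genes, and a gene was called at an adjusted p under 0.05 and a fold change of at least 2, the thresholds of the paper. Log2 CPM used a prior count of 2 and fitted log2 fold changes a prior count of 0.125. Gene lists were tested with camera (preset correlation 0.01) and fry from limma 3.58.1, where at least 5 genes of a list passed the filter. Of 575 list entries, 573 matched a gene of the counts, 1 of them through a synonym. GC content and gene length came from the mouse annotation GENCODE M21, which gave values for 14936 of the 14956 tested genes and was used for no other purpose.

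On simulated counts in which 200 genes changed 4-fold, edgeR called 98% of them among 14823 genes, and 4.39% of its calls were false. DESeq2 1.42.0 called 98.5% among 14956 genes, and 18.3% of its calls were false. The changed genes were drawn from those with higher counts, the dispersions were edgeR's own estimates, and calls used the adjusted p alone. Camera, run after edgeR, called 0 of 24 lists of 20 unchanged genes. The simulated genes varied independently of each other. This therefore says nothing about camera's calls in the data, where genes of a list can vary together.

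The main settings, the gene lists and the alternatives were chosen before the data were examined, apart from those named as later choices. Some of the lists, such as the neuropeptide and motile cilium lists, stand for terms that the paper reports from these mice. The alternatives were DESeq2's Wald test, DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every mouse, a log2 fold threshold of 0.6 or none, the replicate number as a block, a choroid plexus score as a covariate, fry, camera with the correlation estimated from the data, and each mouse left out in turn. Added after the data were seen were edgeR's robust option, edgeR's quasi-likelihood method without its legacy option, hypothalamic and pituitary scores as covariates, and DESeq2 with other thresholds. Each score is the mean of a list's log2 CPM, each gene centred over the 6 mice. Short lists were also written after the data were seen, of pituitary genes, of hypothalamic genes other than neuropeptides and of ependymal genes other than cilium genes. The hypothalamic one holds only members of the earlier hypothalamic list, and the hypothalamic score is the mean of its 11 tested genes.

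The genes named in the text are every gene that the paper names, the genes of the stained proteins, the 50 genes of Figure 4D, up to 5 higher and 5 lower genes with the smallest p among the called genes whose groups do not overlap, up to 3 members of each list by smallest p, and the Y-linked genes. The rule also held Xist, which was not analysed here. The called genes outside this rule, Gpnmb, Gh, Prl and the members of the short lists were named after their values were seen.

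RC and RN share replicate numbers, and the paper does not say that a number marks a shared litter or day. Within the groups, mice of the same number deviated together, with correlations across genes of 0.173, 0.120 and 0.209 for replicates 1, 2 and 3. RC replicate 1 and RN replicate 2 also did, at 0.156. The blocked values are therefore given where they change a call. The paper's GSEA sets, its soft clusters and its protein interaction network were not used here.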

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

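The tests with the pituitary and hypothalamic scores, with GC content and gene length, with the homeostatic microglia genes, with the thalamic genes and with the pituitary genes were chosen only after the results were seen. For the scores, fry's adjusted p and the range of random lists were looked at first. The measure that decides below was chosen after both were seen. It is the share of the difference between the groups that a list's slope on a score within the groups predicts, where a share under 50% with all mice and with each mouse left out argues against the score as the whole cause. By fry's adjusted p alone, the explanations tested with the scores would all have stayed open.

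The paper names members of the activated microglia and macrophage list in Figure 4D but does not report on them as a group. Of its 28 genes, 5 are among those the study names and 2 are in another list. The list had a median log2 fold change of 0.70 in RN, and from 0.64 to 0.89 with each mouse left out. The tables argue against 3 technical explanations. A lower share of other cell types, with microglia unchanged, would have raised homeostatic microglia genes alike, but those genes had a median of 0.10. A larger share of macrophages alone is not covered by this test. The mean of the activated genes minus that of the homeostatic genes was -0.346, -0.452 and -0.439 in RC and 0.375, 0.491 and 0.371 in RN. With the trends on GC content and gene length removed, the median was 0.80. With the pituitary score as a covariate it was 0.68, and 0.39 without RN replicate 3. The slope on that score within the groups predicted -2.69% of the difference between the groups, and from -5.05% to 26.1% (without RN replicate 3) with each mouse left out. Fry's adjusted p under the score was 0.0992. Hypothalamic tissue in the RN dissections cannot be told apart from the group difference for this list, because the hypothalamic score mostly follows the groups. That score is the mean of the 11 tested hypothalamic genes other than neuropeptides. Of its variance over the mice, 87.6% lies between RN and RC. The median was 0.47 with that score as a covariate, with a fry adjusted p of 0.570. The slope within the groups predicted 35.3% of the difference, but 182% without RC replicate 3. A response of macrophages to the NeuroD1 virus, which is the treatment that separates the groups, stays open as an untested hypothesis.

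The paper does not report on the axon injury genes, a list of genes that injured neurons express. Their median log2 fold change was 0.51 in RN, with 22 of 25 higher and 8 without overlap between the groups. The adjusted p was 4.53e-12 from camera, 0.0671 from fry and 0.114 with the estimated correlation. Ecel1 and Atf3 of this list passed the threshold over all genes, and Atf3 had a log2 fold change of 1.499 (standard error 0.179, adjusted p = 0.0419 from edgeR's quasi-likelihood test, and 0.0404 with the replicate block). Of the 25 genes, 6 are also in another list. The median was 0.55 with the trends on GC content and gene length removed, which argues against these. The tables also argue against pituitary tissue. With the pituitary score as a covariate the median was 0.5525, with a fry adjusted p of 0.0808, and the slope within the groups predicted -26.4% of the difference, from -52.7% (without RN replicate 3) to -6.62% (without RN replicate 1) with each mouse left out. With the hypothalamic score the median was 0.50, but 0.22 without RC replicate 1 and 1.29 without RC replicate 3, with a fry adjusted p of 0.472. The slope predicted -30.4% of the difference, from -93.9% (without RC replicate 3) to 5.4% (without RC replicate 1). These shares are under 50%, but hypothalamic tissue still cannot be told apart here, because the score mostly follows the groups. It was at -0.363, -0.527 and -1.22 in RC and 0.682, 0.741 and 0.691 in RN. The mean of all 19 tested hypothalamic genes was -0.116, -0.581 and -1.78 in RC and 0.977, 0.9749 and 0.527 in RN, and was not used as a covariate. An effect of NeuroD1 on injured neurons stays open and was not tested.

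The hypothalamic neuron genes, which the paper does not discuss, had a median log2 fold change of 1.37 in RN, with all 19 tested genes higher and 9 without overlap between the groups. Of the 24 genes written, 19 passed the filter in this tissue, and 8 are also in another list. The adjusted p was 1.45e-16 from camera, 0.0630 from fry and 0.114 with the estimated correlation. The median was 2.26 without RC replicate 1. Hypothalamic tissue in the RN dissections is a candidate source, in place of thalamic tissue. The thalamic neuron genes had a median of -0.49 (-0.4917) in RN, with 19 of 20 lower. Their adjusted p was 0.465 from fry, and the median was -0.16 without RC replicate 3 and -0.30 without RN replicate 3. RC replicate 3 had the lowest mean of the hypothalamic genes (-1.78) and the highest of the thalamic genes (0.7465). RN replicate 3 had the lowest thalamic mean (-0.621) but also the lowest hypothalamic mean of the RN mice (0.527). For the hypothalamic genes this source therefore cannot be told apart, because the fall of the thalamic genes was not called by fry, nor by camera without RC replicate 3. For the neuropeptide list, this source needs hypothalamic genes other than neuropeptides to be higher as well. Of the hypothalamic list, 11 tested genes are not neuropeptides, and their median was 1.42 (1.416), with 7 at an unadjusted p under 0.05 and 0 after adjustment in edgeR's quasi-likelihood test. They are part of the list above and are no separate evidence for it. With their mean as a covariate, the median of the neuropeptide list went from 0.80 to 0.0601 (adjusted p = 0.644 from camera). However, most of the variance of this score lies between the groups. The most abundant was Baiap3, at 135.9, 93.1 and 75.7 CPM in RC and 205.3, 156.9 and 171.1 in RN. Irs4 was at 24.1, 16.2 and 5.61 CPM in RC and 54.2, 41.8 and 56.5 in RN. A change of expression in thalamic cells by NeuroD1 was not tested.

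Gh, the growth hormone gene of the pituitary, had 18453 counts in RN replicate 1, 7461 in RN replicate 2 and 27 in RN replicate 3, against 1008, 1284 and 16 in RC. Prl had 3884, 3116 and 6 counts in RN and 380, 178 and 8 in RC. The paper discusses neither gene. Pituitary tissue or its RNA in some dissections is a candidate source, since 8 of 8 pituitary genes, transcription factors and receptors included, were highest in RN replicates 1 and 2. Gh was noticed first and the other genes were listed afterwards. Replicate 3 had the fewest Gh counts in both groups. The neuropeptide list had a median of 0.72 with the pituitary score as a covariate, but 0.11 without RN replicate 3, with a fry adjusted p of 0.0808. The slope on that score within the groups predicted 7.57% of the difference between the groups, but 120% without RN replicate 3, so pituitary tissue cannot be told apart as a source of part of the neuropeptide signal. No biological explanation was tested for this pattern.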

How the results depend on the processing

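The covariate fits with the hypothalamic and pituitary scores, edgeR's robust option, edgeR without its legacy option and DESeq2 with other thresholds were chosen after seeing the data. The causes of the changes below were not tested, except where fewer mice or fewer tested genes are the setting itself.

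The counts of 9 higher and 2 lower genes were 9 and 2 with DESeq2's size factors, with a log2 fold threshold of 0.6 and with none, 10 and 2 with at least 10 counts in every mouse, 8 and 2 with the robust option and 13 and 2 without the legacy option. They rose to 99 and 87 with DESeq2's Wald test and to 36 and 7 without a filter on low counts, and both settings called all 11 genes again. The replicate block gave 17 and 5, of which 6 and 2 were shared. The choroid plexus score gave 0 and 1, against 332 and 171 at an unadjusted p under 0.05. The hypothalamic score gave 0 and 4 (101 and 548 unadjusted), and the pituitary score 4 and 0 (176 and 257 unadjusted). DESeq2 gave 165 and 176 with a log2 fold threshold of 0.6, and 352 and 440 with that threshold and an unadjusted p. DESeq2's independent filtering left 2532 genes without an adjusted p. Leaving out a mouse gave from 3 (without RC replicate 2 or RN replicate 2) to 26 (without RN replicate 1) higher genes, and from 0 (without RC replicate 1 or RN replicate 2; 198 and 241 unadjusted) to 18 (without RC replicate 3) lower genes.

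The ratio of distances between and within the groups was 1.15 with TMM and with DESeq2's size factors, and 1.21 with the 500 most variable genes.

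Of the 64 named genes that were tested, all kept their direction and side of the threshold with DESeq2's size factors, as did the 48 left with at least 10 counts in every mouse. With DESeq2's Wald test 45 passed the threshold that had not, and without a filter 14. With the replicate block Klk8, Cd5l, Mmp12, Adam8, Esm1 and Msx1 passed the threshold and Gal did not. Of the other genes in the text, Gpnmb, Vgf, Foxj1 and Aldoc passed it and Cd300a and Fndc9 did not. The threshold here is that of adjusted p. Foxj1 and Aldoc, with blocked log2 fold changes of -0.92 and -0.75, were under 2-fold and so were not called. The block changed no other call of a gene in the text and no list call from camera. The choroid plexus score took 8 below the threshold and turned the log2 fold changes of Krt18 to 0.0126, Sostdc1 to 0.0735 and Uty to -0.22. The hypothalamic score took 8 below it and reversed 9, with log2 fold changes of -1.25 for Cilp, -0.96 for Tdh, -11.66 for Lilrb4a, -1.43 for Nhlh1, 0.34 for Lcn2, 0.33 for Vegfa, 0.35 for Ddx3y, -0.28 for Kdm5d and -0.0886 for Uty. The pituitary score took 4 below the threshold, the robust option 1, and dropping the legacy option brought 3 past it. With each mouse left out, log2 fold changes crossed 0 for Rbfox3 (from -0.0206 without RN replicate 3 to 0.16), Aif1 (from -0.21 to 0.0281 without RC replicate 1), Ddx3y (from -0.27 to 0.078 without RN replicate 2), Eif2s3y (from -0.27 to 0.0786 without RN replicate 3) and Uty (from -0.16 without RC replicate 2 to 0.21).

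For the 25 lists, DESeq2's size factors and the block changed no call from camera, nor did at least 10 counts in every mouse for the 24 lists that kept 5 genes. Fry took 13 lists below the threshold, among them the proneural (0.0630), T cell (0.465), interferon-stimulated (0.465), angiogenesis (0.0710) and endothelial (0.119) lists. The estimated correlation took 15, among them the proneural (0.144), astrocyte (0.114), activated microglia and macrophage (0.0557), T cell (0.518), interferon-stimulated (0.476), angiogenesis (0.148) and endothelial (0.222) lists. Under the choroid plexus score, camera's adjusted p was 0.127 for the proneural, 0.0556 for the T cell, 0.448 for the habenular and 0.900 for the oligodendrocyte list, no longer past the threshold, the hippocampal list passed it (7.17e-05, median 0.86), and the direction reversed for mature neurons (0.448), pan-reactive astrocytes (0.408), A2 astrocytes (0.0797) and B cells (0.829). Under the hypothalamic score it reversed for neuropeptides (0.644), A1 astrocytes (0.000207), homeostatic microglia (0.642), interferon-stimulated genes (0.00873), hippocampal (0.105) and thalamic neurons (2.81e-05), p53 targets (0.646) and hemoglobin (0.154), while mature neurons (4.54e-07), A2 astrocytes (0.0444) and B cells (2.77e-10) passed the threshold, and habenular (0.4645), oligodendrocyte (0.105) and collagen genes (0.644) no longer did. Under the pituitary score mature neurons passed it (0.00617) and A1 astrocytes reversed (0.895). All reversals in this paragraph are of camera's direction, which can differ from the sign of the median. The median kept its sign for A1 astrocytes, at -0.91 under the hypothalamic and -0.02 under the pituitary score. It also did for A2 astrocytes under the choroid plexus score (0.58) and for neuropeptides under the hypothalamic score (0.0601). A list has no value under the score made of its own genes.

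With each mouse left out, camera's adjusted p ran from 0.000981 (without RC replicate 3) to 0.841 for mature neurons, 0.0190 (without RN replicate 1) to 0.974 for pan-reactive astrocytes, 0.0159 (without RC replicate 1) to 0.863 for A1 astrocytes, 0.0198 (without RN replicate 2) to 0.910 for A2 astrocytes, and 0.00408 (without RN replicate 1) to 0.863 for homeostatic microglia. It ran from 1.08e-07 to 0.550 (without RC replicate 1) for T cells, 0.000294 (without RC replicate 3) to 0.349 for B cells, 0.00155 (without RC replicate 2) to 0.986 for hippocampal neurons, 0.000916 to 0.941 (without RN replicate 3; 0.649 without RC replicate 2) for oligodendrocytes and 0.328 to 0.965 for p53 targets, which were called in no fit. Calls were also lost for thalamic neurons (0.0961 without RC replicate 3), habenular neurons (0.0639 without RC replicate 2, 0.0530 without RN replicate 1) and hemoglobin (0.123, 0.179 and 0.226 without RC replicate 2, RC replicate 3 and RN replicate 3).

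Depth limits the low genes. A gene at 0 allows 3 counts, and for Rgs13 and Lrtm1, at or under that floor in RC, only lower bounds of the fold change can be given.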

Differences from the paper's values

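The paper reports 364 genes higher and 456 lower in RN than in RC. At the paper's thresholds, edgeR's quasi-likelihood test called 9 and 2. DESeq2, the tool that the paper's methods name, called 99 and 87 with the same thresholds. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's counts. They gave from 0 to 99 higher genes and from 0 to 87 lower genes. DESeq2 with an absolute log2 fold change of at least 0.6, the line drawn in Figure 4C, called 165 and 176. DESeq2 with that fold threshold and an unadjusted p under 0.05 called 352 and 440, within 1.5 times of the paper's counts. Both of these were chosen after seeing the values.

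The largest -log10 adjusted p is about 110 in Fig. 4C, read by eye, against 2.75 here. With DESeq2's Wald test it was 58.5. None of the alternatives set before the data were examined came within 1.5 times of the paper's value.

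The paper states that the 50 genes of Figure 4D differ significantly. Over all tested genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 4 of the 45 that were tested. All 50 were called by DESeq2's Wald test, 18 without a filter on low counts, 9 with the replicate block, and 7 by edgeR without its legacy option, which was chosen after seeing the values. Leaving out a mouse gave from 2 to 11.

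The paper states that Ighg2, Cxcl5, Esm1 and Angpt2 were significantly lower. Their adjusted p were 0.203 for Ighg2c, 0.0696 for Cxcl5, 0.0630 for Esm1 and 0.0696 for Angpt2 from edgeR's quasi-likelihood test. From DESeq2's Wald test they were 0.00695 for Ighg2c, 0.000126 for Cxcl5, 2.90e-08 for Esm1 and 0.000769 for Angpt2. Without a filter on low counts, edgeR gave 0.0455 for Cxcl5, 0.0335 for Esm1 and 0.0357 for Angpt2, and with the replicate block 0.0243 for Esm1. Among the 6 fits that each left out a mouse, the adjusted p of Angpt2 ran from 0.0490 (without RN replicate 1) to 0.216.

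The paper states that Lcn2 was significantly lower. Its adjusted p was 0.205 from edgeR's quasi-likelihood test and 0.00690 from DESeq2's Wald test. The paper also places Lcn2 among A1 astrocyte genes, and the A1 list tested here, which does not hold Lcn2, had a median log2 fold change of -0.08 (adjusted p = 0.890 from camera in limma).

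The paper relates the sequencing to a weaker inflammatory response after ND1. Cd68 was higher in RN, with a log2 fold change of 0.60 (adjusted p = 0.208 from edgeR's quasi-likelihood test and 0.0247 from DESeq2). The activated microglia and macrophage list had a median of 0.70 (adjusted p = 0.0385 from fry, and 0.125 with the replicate block). In the paper's direction, the T cell list had a median of -0.69, but -0.23 without RC replicate 1. Cd8a had a log2 fold change of -1.15 and Aif1 of -0.12, both with overlapping groups. The libraries were made 6 weeks after irradiation, and the staining was done later.

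The paper describes the mice of each group as close to each other in the principal components. By Euclidean distance over the tested genes, RC replicate 1 was nearer to RN replicate 2 (59.4) than to RC replicate 2 (60.4) or RC replicate 3 (65.9). This distance is another measure than the components, and the paper's components also held normal control mice. On the first and second components here, RC replicate 1 lay at -9.58 and 26.0 and RC replicate 2 at -31.2 and 15.5. RN replicate 2 lay at 24.4 and 11.3, and RC replicate 3 at -29.1 and -28.7. There RC replicate 1 was nearer to RC replicate 2 than to RN replicate 2. RC replicate 3 was farther from it than RN replicate 2.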

Other observations

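The tests of the cilium list, the ependymal genes, the angiogenesis list as a whole, the hippocampal genes against the proneural genes and under the choroid plexus score, and the number of lists in other splits were chosen only after the results were seen, as was the measure for the choroid plexus score, the share of the difference between the groups that the slope on the score within the groups predicts.

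The choroid plexus genes were lower in RN, with a median log2 fold change of -3.00 and all 18 tested genes lower, 9 of them without overlap between the groups. The adjusted p was 3.34e-18 from camera and 0.261 from fry, and the median was -1.83 without RC replicate 2. The RC mice themselves differed, with 29.6 times between the highest and the lowest CPM of Ttr. Unequal amounts of choroid plexus or ependyma in the dissections are a candidate explanation for lower genes of Figure 4D. Of the 21 tested, 14 moved with the choroid plexus score within the groups, against 24.4% of about 14900 other genes. Of the variance of this score over the mice, 57.4% lies between RN and RC. An effect of NeuroD1 on these tissues therefore stays open and was not tested. For Esm1, Angpt2 and Prnd the tables argue against choroid plexus tissue as the whole cause. With the score as a covariate their log2 fold changes were -2.82, -2.39 and -2.31 (-2.309), although their adjusted p in edgeR's quasi-likelihood test were 0.114, 0.167 and 0.367. Ependyma was not tested for these genes. For the angiogenesis list as a whole, choroid plexus tissue cannot be told apart. The median was -0.27 under the score and -0.05 without RC replicate 3, with a fry adjusted p of 0.527, and the slope within the groups predicted 39.9% (39.95) of the difference, but 93.9% without RC replicate 3.

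The tables argue against choroid plexus tissue as the whole cause of the lower motile cilium genes. The slope on the choroid plexus score within the groups predicted 0.832% of the difference, and from -2.38% to 30.3% (without RC replicate 3) with each mouse left out. The mean of the list, centred over the mice, was 0.2985, 0.347 and 0.3454 in RC replicates 1 to 3 and -0.3956, -0.2194 and -0.3758 in RN, while the choroid plexus score in RC was 1.37, 2.53 and -0.64. With the score as a covariate the median was -0.67 (-0.673), but -0.16 without RC replicate 3, with a fry adjusted p of 0.0816. Less ependyma in the RN dissections cannot be told apart. The median of 6 ependymal genes other than cilium genes was -0.52 (-0.5172), but Nnat went the other way (0.27), and the adjusted p of the 6 ran from 0.106 to 0.706 in edgeR's quasi-likelihood test. Sox9 was at 39.3, 41.2 and 37.9 CPM in RC and 25.8, 26.95 and 29.9 in RN, and astrocytes express it too. A change of ciliated cells after NeuroD1 was not tested.

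Hippocampal tissue in the RN dissections was tested as a source of the higher Neurod1 and of the higher proneural genes. The hippocampal neuron genes had a median log2 fold change of 0.05 (0.04526) over 16 tested genes (adjusted p = 0.429 from camera and 0.691 from fry), 0.50 without RC replicate 2 and -0.09 without RN replicate 1. With the choroid plexus score as a covariate the median was 0.86 (adjusted p = 7.17e-05 from camera). The most abundant of these genes, Zbtb20 and Prox1, had log2 fold changes of -0.02 and 0.16. For Neurod1 the tables argue against this source as the whole cause. The highest hippocampal gene, Dsp, had a log2 fold change of 0.82 (0.8181) against 3.77 for Neurod1, and with the choroid plexus score Dsp had 2.84 (standard error 0.291) against 3.80 (3.805, standard error 0.400) for Neurod1. For the proneural genes, with a median of 0.17, hippocampal tissue cannot be told apart, because the hippocampal genes went both ways and their median changed with the setting. Transcripts of the virus stay open as a part of the Neurod1 counts, and were not separated.

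Of the 10 splits of the 6 mice, 1, the real one, gave as many genes past both thresholds. The split of RC replicate 1 with RN replicates 1 and 2 against the others called 10 genes (168 unadjusted), and the other 8 called none, against 60 to 150 genes at an unadjusted p under 0.05 and the same fold change (370 in the real split). Of the 4 splits that part all 3 replicate numbers, 1 gave as many genes and 2 as many lists. Over all 10, 2 gave as many lists as camera called. The design cannot bring this share below 0.1, so for the count of genes and of lists from camera the grouping of the mice by chance cannot be told apart. This does not extend to Neurod1, the gene of the virus, which was called in all 6 fits that each left out a mouse. Sprr1a and Atp6v0d2 were also called in all 6 of these fits. Fry called 4 lists and camera with the estimated correlation 2 in the real split, and neither called a list in another split. A difference in library size was small, with a ratio of 1.02 between the median totals of RN and RC, which argues against depth as the source of the called genes.

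The remaining lists stand beside no claim. Habenular neuron genes had a median log2 fold change of 0.37 over 14 genes (adjusted p = 0.00290 from camera, 0.276 from fry), and 0.63 without RC replicate 1 and 0.23 without RN replicate 1. Thalamic neuron genes had a median of -0.49 over 20 genes, with 19 lower (2.51e-05 and 0.465), but -0.77 without RN replicate 1 and -0.16 without RC replicate 3. Oligodendrocyte genes had a median of -0.15 over 20 genes (0.02495 and 0.565), -0.02 without RN replicate 3 and -0.23 without RN replicate 1. Collagen and matrix breakdown genes had a median of 0.37 over 24 genes, of which 4 are among those the study names (5.23e-08 and 0.181), and 0.60 without RN replicate 1. The p53 target genes had a median of 0.02 over 21 genes (0.890 and 0.941), between -0.03 and 0.06 with each mouse left out. The 5 hemoglobin genes were all lower, with a median of -0.875 and no gene without overlap between the groups (0.0138 and 0.465), and -0.51 without RN replicate 3.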
